# 82-kDa choline acetyltransferase and SATB1 localize to β-amyloid induced matrix attachment regions

**DOI:** 10.1038/srep23914

**Published:** 2016-04-07

**Authors:** Warren Winick-Ng, Fabiana A. Caetano, Jennifer Winick-Ng, Trevor M. Morey, Bryan Heit, R. Jane Rylett

## Abstract

The M-transcript of human choline acetyltransferase (ChAT) produces an 82-kDa protein (82-kDa ChAT) that concentrates in nuclei of cholinergic neurons. We assessed the effects of acute exposure to oligomeric amyloid-β_1–42_ (Aβ_1–42_) on 82-kDa ChAT disposition in SH-SY5Y neural cells, finding that acute exposure to Aβ_1–42_ results in increased association of 82-kDa ChAT with chromatin and formation of 82-kDa ChAT aggregates in nuclei. When measured by chromatin immunoprecipitation with next-generation sequencing (ChIP-seq), we identified that Aβ_1–42_ -exposure increases 82-kDa ChAT association with gene promoters and introns. The Aβ_1–42_ -induced 82-kDa ChAT aggregates co-localize with special AT-rich binding protein 1 (SATB1), which anchors DNA to scaffolding/matrix attachment regions (S/MARs). SATB1 had a similar genomic association as 82-kDa ChAT, with both proteins associating with synapse and cell stress genes. After Aβ_1–42_ -exposure, both SATB1 and 82-kDa ChAT are enriched at the same S/MAR on the APP gene, with 82-kDa ChAT expression attenuating an increase in an isoform-specific APP mRNA transcript. Finally, 82-kDa ChAT and SATB1 have patterned genomic association at regions enriched with S/MAR binding motifs. These results demonstrate that 82-kDa ChAT and SATB1 play critical roles in the response of neural cells to acute Aβ -exposure.

Cholinergic neurons are critical for communicating information to a wide range of target cells using the neurotransmitter acetylcholine (ACh)^1^,^2^. In brain, cholinergic neurons regulate functions such as cognition, motor control and sleep^3^,^4^. Neurological disorders such as mild cognitive impairment (MCI) and Alzheimer’s disease (AD) are characterized by changes in the function of cholinergic neurons; cholinergic neuron activity may be enhanced initially due to synaptic plasticity, followed by loss of function of these neurons related at least in part to the toxic effects of β-amyloid peptides (Aβ) that are produced by cleavage of amyloid precursor protein (APP)^5^,^6^,^7^. Oligomeric Aβ can cause cellular toxicity, oxidative stress and aberrant signal transduction leading to inhibition of synaptic plasticity and neuron degeneration^7^,^8^,^9^,^10^,^11^. Cholinergic neurons in the basal forebrain are particularly sensitive to Aβ, resulting in reductions in choline uptake, choline acetyltransferase (ChAT) activity and ACh release^12^,^13^.

ChAT, which catalyzes the production of ACh from choline and acetyl Coenzyme A, is transcribed from the cholinergic gene locus and encoded by at least 8 transcripts that are generated by alternative splicing or differential utilization of several non-coding exons located in the ChAT gene promoter^14^,^15^. All ChAT transcripts encode a 69-kDa protein, but in humans the M-type transcript has an additional in-frame translation initiation site that can also result in the production of an 82-kDa ChAT protein^14^,^15^. The 82-kDa ChAT protein is identical to 69-kDa ChAT except that it bears an 118 amino acid residue amino-terminal extension. While both 69-kDa ChAT and 82-kDa ChAT are transported into the nucleus of cells, 69-kDa ChAT is a nucleocytoplasmic shuttling protein that moves out of the nucleus and is concentrated in the cytoplasm^16^. By comparison, 82-kDa ChAT is localized predominantly in the nucleus facilitated by it having two strong nuclear localization signal (NLS) motifs^16^,^17^. Our finding that ChAT is in nuclei of cholinergic neurons is the first report of a transmitter-synthesizing enzyme in nuclei of neurons, but reports of nuclear localization of other transmitter enzymes are emerging; glutaminase, which synthesizes the excitatory amino acid transmitter glutamate, is also in both nuclei and cytoplasm of neurons^18^. Little is known about the functional roles for these enzymes in nuclei, but it is likely not related to neurochemical transmission. There are also no data about regulatory events that control their relative distribution between cytoplasm and nucleus.

Importantly, in cholinergic neurons in necropsy human brain, the nuclear localization of 82-kDa ChAT is reduced with increasing age and in patients with MCI or early AD^19^. Recent studies highlight that the expression of several genes related to APP processing^20^, including the cholinergic-specific protein the sodium-coupled choline transporter CHT^21^, are altered in cells expressing 82-kDa ChAT. A critical observation made in our laboratory is that when 82-kDa ChAT is expressed in neurons cultured from AD-model mice that express mutant human APP and Presenilin 1 (PS1) transgenes, β-secretase activity is reduced leading to decreased Aβ production^20^. The mechanisms by which 82-kDa ChAT promotes these changes in gene transcription, and how this is impacted by the subcellular redistribution of the enzyme seen in aging and MCI are unknown. Therefore, the current studies were designed to assess nuclear distribution of 82-kDa ChAT and if this is altered by cellular perturbations, such as acute exposure of neural cells to oligomeric Aβ_1–42_.

The findings in this manuscript demonstrate that 82-kDa ChAT aggregates in nuclei of neural cells and associates with chromatin at gene promoters and exons after human neuroblastoma SH-SY5Y cells are exposed to oligomeric Aβ_1–42_. We also show that 82-kDa ChAT co-localizes with special AT-rich binding protein 1 (SATB1), an organizing component of the nuclear matrix. SATB1 anchors chromatin loops to the nuclear matrix as part of scaffolding/matrix attachment regions (S/MARs), and can recruit histone deacetylases (HDACs) or histone acetyltransferases (HATs) specifically to these regions^22^,^23^,^24^. S/MARs are anchored to the nuclear matrix by SATB1 binding to local and distant AT-rich DNA sequences, forming chromatin loops that are accessible for chromatin modifying factors to repress or activate transcription^22^,^24^. SATB1 had a similar genomic distribution as 82-kDa ChAT and both proteins were associated with an *in silico* predicted S/MAR on the *APP* gene, leading to changes in gene expression after exposure to Aβ_1–42_. Finally, both SATB1 and 82-kDa ChAT had patterned genomic associations at predicted S/MARs. The data presented in this study establishes that acute exposure of neural cells to Aβ can induce an epigenetic response that is dependent on the expression of 82-kDa ChAT.

## Results

### 82-kDa ChAT sub-nuclear localization is altered after acute exposure of cells to Aβ

To evaluate the subcellular localization of 82-kDa ChAT and changes that may occur after acute exposure of cells to oligomeric Aβ_1–42_, we imaged retinoic acid-differentiated SH-SY5Y cells stably expressing heterologous 82-kDa ChAT at 4 h after exposure to either vehicle or Aβ_1–42_ by confocal microscopy. We observed diffuse, slightly punctate staining for 82-kDa ChAT in the nuclei of vehicle-treated cells, with a small amount of cytoplasmic staining (Fig. 1A[a–c]). After exposure of cells to 100 nM oligomeric Aβ_1–42_ for 4 h, immunofluorescence staining of cells for 82-kDa ChAT reveals highly-fluorescent aggregates of the protein within the nuclei of many cells (Fig. 1A[d–f]). We determined that 58 ± 2% of Aβ-treated cells had at least 1 nuclear aggregate of 82-kDa ChAT, compared to 13 ± 1% of vehicle-treated cells (Fig. 1A[g]).

Next, we determined whether these Aβ-induced aggregates are also formed in live cells that express 82-kDa ChAT as a fusion protein with enhanced green fluorescent protein (82-kDa ChAT-eGFP; Fig. 1B). Consistent with findings in the previous experiment, vehicle-treated cells had a diffuse distribution of 82-kDa ChAT-eGFP in nucleus (**a–c**), whereas cells treated for 4 h with 100 nM Aβ_1–42_ had nuclear aggregates of 82-kDa ChAT-eGFP (Fig. 1B[d–f]). As a DNA marker, we treated live cells with 625 ng/mL Hoechst 33342 for 20 min prior to imaging. When the Aβ-induced aggregates of 82-kDa ChAT-eGFP were imaged at higher magnification, it is apparent that there were areas within the aggregates that have lower levels of 82-kDa ChAT staining (Fig. 1B[inset d]) and that these were enriched with Hoechst dye (Fig. 1B[inset e–f]).

With the Aβ-induced changes in 82-kDa ChAT sub-nuclear localization, as well as the presence of DNA within the aggregates, we asked whether 82-kDa ChAT could be associated with chromatin. We used cell fractionation analysis to identify subcellular compartments where 82-kDa ChAT was localized (Fig. 1C). In agreement with the confocal images, a large proportion of the 82-kDa ChAT protein is found in the fraction containing soluble nuclear proteins (150 mM KCl). In control cells, a small immuno-positive band for 82-kDa ChAT protein is found in the euchromatic chromatin (420 mM KCl) fraction, but no immuno-positive band is seen in the insoluble pellet fraction containing heterochromatic associated, nuclear matrix associated and insoluble proteins. After 4 h exposure of cells to 100 nM Aβ_1–42_, there was a strong 82-kDa ChAT protein immuno-positive band in the 420 mM KCl fraction and a small band detected in the insoluble pellet fraction. As a control, β-tubulin was found mainly in the 10 mM KCl (cytosolic) fraction, while histone H2A was found only in the insoluble pellet fraction.

### 82-kDa ChAT increases its association with gene introns and promoters after Aβ -exposure

We found that 82-kDa ChAT is associated with chromatin and has several putative DNA binding motifs in its N-terminal extension as predicted by the *in silico* tools BindN+^25^ and DNABindR^26^ (Fig. S1). These include tandem (S/T)PXX and XPRK motifs which bind AT-rich DNA at the minor groove^27^,^28^, and a basic residue region with high DNA binding prediction. In addition, the crystal structure of human 69-kDa ChAT shows that it also has surface-accessible regions of basic residues that could facilitate this association with DNA^29^. Therefore we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) for 82-kDa ChAT in cells treated for 4 h with either vehicle or 100 nM Aβ_1–42_ (Fig. 2). 

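SH-SY5Y is a human neuroblastoma cell line, here stably expressing 82-kDa ChAT and differentiated with 10 μM retinoic acid for 3 days before the 4 h treatment with vehicle or 100 nM Aβ_1–42_ oligomers. Chromatin was cross-linked, fragmented and precipitated with the authors' own antibody to the C-terminus of ChAT, and the DNA that came down was sequenced. According to the paper, a shorter ChAT protein, which also enters the nucleus, lacks only the amino-terminal extension. An antibody to the C-terminus cannot separate these forms, and the peaks are named for 82-kDa ChAT as in the paper. There was 1 library for each treatment, so the values carry no replicate error and no test between treatments was made. The paper gives between 10 and 20 M reads for each sample, and describes the reads both as single reads of 51 bp and as paired-end reads of 50 bp. How many reads each library had is not known from the peak lists, so a difference in the number of peaks could not be set against depth. The authors mapped the reads to the human genome (hg38) with the Burrows-Wheeler Aligner and repeat-masking, called peaks with MACS at a p-value threshold of 1e-05, and removed peaks also found in the corresponding input sample. Each deposited list gives the position of every peak and the score MACS gave it, which is 10 times the negative log10 of the p-value and therefore at least 50. These scores rank peaks within a list and are not a measure of signal that can be compared between libraries. Positions are given on hg38, counted from 1. For a share of peaks, the 95% interval is the exact Clopper-Pearson interval, which covers counting error over the peaks of 1 library only. To describe what chance gives, the peaks of each list were moved to random positions of the same sequence, outside runs of undetermined bases, in 1000 seeded placements. Repeats were described in 3 ways: a match by blastn to an Alu copy in the APP gene (Alu is a short repeat with very many copies in the genome), at least 3 copies of the pentamer CATTC for every 100 nt on either strand, and more than 50% of the 51-mers of a peak occurring more than once in the genome (multi-copy). The peaks of 82-kDa ChAT had a median score of 67.4 after vehicle treatment (quartiles 56.1 and 82.9) and of 63.4 after Aβ_1–42_ treatment (quartiles 58.0 and 77.2), and covered 1684775 and 907088 nt.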

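The list for 82-kDa ChAT held 8270 peaks after vehicle treatment and 6563 peaks after Aβ_1–42_ treatment, counted over all sequences of the assembly. On chromosomes 1 to 22, X and Y there were 7460 and 6345 peaks, and the other 810 and 218 lay on alternate, unlocalized and unplaced sequences. Keeping only peaks with a score at or above the median of their list left 4135 and 3309 peaks. Of the 8270 peaks after vehicle treatment, 462 shared at least 1 nt with a peak found after Aβ_1–42_ treatment (5.59%, 95% interval 5.10 to 6.10). Counted from the other list, 448 of the 6563 peaks did (6.83%). Random placement of both lists gave 24.0 overlapping peaks on average, with a range of 10 to 40, and none of the 1000 placements gave as many as the lists. Another 100 peaks of the vehicle list, or 22 peaks counted from the Aβ_1–42_ list, lay within 200 nt of a peak of the other list without overlapping it. The alternative that moved the overlap most, chosen after the data had been seen, left out Alu-matching peaks, multi-copy peaks and peaks rich in the CATTC pentamer and gave 147 overlapping peaks.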

We found 7460 peaks for 82-kDa ChAT after vehicle treatment, and 6345 peaks after Aβ_1–42_ treatment, with 250 peaks overlapped and an additional 414 peaks within 200 nt of one another. 

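Peaks on chromosomes 1 to 22, X and Y were compared with all genes of the GENCODE 44 annotation, which covers these chromosomes only, and a peak counted for every kind of region it touched. Outside all genes (intergenic) lay 3727 of the 7460 peaks for 82-kDa ChAT after vehicle treatment (50.0%, 95% interval 48.8 to 51.1) and 2701 of the 6345 peaks after Aβ_1–42_ treatment (42.6%, interval 41.3 to 43.8). Randomly placed peaks were intergenic in 40.3% and 39.0% of cases on average, and in both lists the share was above that of all 1000 placements. The share fell by 7.39 percentage points (interval of the difference −9.05 to −5.73). Without peaks rich in the CATTC pentamer, the alternative that moved this difference most and that was chosen after the data had been seen, the difference was −0.851 percentage points.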

We observed that 57.4% of peaks were found in intergenic regions after vehicle-treatment, compared to 51.3% after Aβ_1–42_ -exposure (Fig. 2A). 

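Introns held 3466 peaks for 82-kDa ChAT after vehicle treatment (46.5%, 95% interval 45.3 to 47.6) and 3402 peaks after Aβ_1–42_ treatment (53.6%, interval 52.4 to 54.9), a difference of 7.16 percentage points (interval 5.49 to 8.83). Among randomly placed peaks, 55.4% and 56.4% touched an intron. With peaks rich in the CATTC pentamer left out, a setting chosen after the data had been seen, the difference was 1.09 percentage points.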

The decrease in intergenic regions after exposure to Aβ_1–42_ was explained by an increase in the percentage of the peaks found in introns (42.1%) compared to vehicle treatment (37.2%). In addition, the percentage of peaks found in promoters and exons was also increased after Aβ_1–42_ -exposure (9.3% and 3.4%, respectively) compared to vehicle treatment (7.7% and 2.7%, respectively). 

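With a promoter taken as the 2000 nt upstream of a transcription start, 475 peaks lay in promoters after vehicle treatment (6.37%, 95% interval 5.82 to 6.95) and 479 after Aβ_1–42_ treatment (7.55%, interval 6.91 to 8.23), a difference of 1.18 percentage points (interval 0.328 to 2.04). With promoters of 1000 nt the difference was 0.388 (interval −0.249 to 1.02), with scores at or above the median 1.04 (interval −0.102 to 2.18) and, chosen after the data had been seen, without peaks rich in the CATTC pentamer 0.337 (interval −0.600 to 1.27), and these intervals include 0. In the 5 other settings it lay between 0.871 (interval 0.223 to 1.52, protein-coding genes only) and 1.94 (interval 0.738 to 3.14, promoters of 5000 nt), with intervals above 0. The paper's text does not name a promoter length. The random placements put 8.22% and 7.99% of peaks in promoters. Exons held 382 peaks after vehicle treatment (5.12%, interval 4.63 to 5.65) and 367 after Aβ_1–42_ treatment (5.78%, interval 5.22 to 6.39). The interval of this difference, 0.663 percentage points, reached from −0.0982 to 1.43 and included 0. Among settings chosen after the data had been seen, it was −0.0207 (interval −0.861 to 0.819) without peaks rich in the pentamer and 1.09 (interval 0.274 to 1.90) without Alu-matching peaks. Coding exons were touched by 1.55% and 1.84% of peaks, 5′ untranslated regions by 0.255% and 0.426%, and 3′ untranslated regions by 1.35% and 1.83%.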

We also observed that the average peak length was significantly reduced after Aβ_1–42_ treatment for 82-kDa ChAT (132.6 ± 2.2 nucleotides (nt)) compared to vehicle treatment (192.6 ± 3.2 nt). 

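Over all peaks, the mean length was 203.7 ± 3.30 nt (mean ± SEM over 8270 peaks) after vehicle treatment and 138.2 ± 2.55 nt (6563 peaks) after Aβ_1–42_ treatment, with SDs of 299.8 and 206.2 nt. On chromosomes 1 to 22, X and Y the means were 193.0 and 132.6 nt. Here the SEM describes the spread of peaks within 1 library, which are not replicates, and no p-value was computed. The median was 138 nt (quartiles 108 and 190) after vehicle treatment and 110 nt (quartiles 82 and 134) after Aβ_1–42_ treatment, and the longest peaks measured 7009 and 5262 nt. The mean fell by 65.5 nt. Among peaks at or above the median score of their list, the alternative that moved it most, it fell by 112 nt. From smaller peaks after Aβ_1–42_ treatment, the paper proposes targeted associations with sequence-specific DNA.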

Smaller peak sizes suggest targeted genomic associations with sequence-specific DNA targets^30^.

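DREME searches for short motifs that are more frequent in a set of sequences than in a control set, and it was not run here. Instead, the pattern TCCAT or TCCCAT was counted on both strands of the peaks and of 20 sets of random regions with the same lengths on the same sequences. For 82-kDa ChAT, 3602 of 8270 peaks held it after vehicle treatment (43.6%, 95% interval 42.5 to 44.6) and 2082 of 6563 peaks after Aβ_1–42_ treatment (31.7%, interval 30.6 to 32.9). The random sets held it in 39.9% (range 39.0 to 41.0) and 30.0% (range 29.1 to 31.1) of regions. Per 100 nt there were 3.23 and 2.42 matches, against 0.598 and 0.469 in random regions. On chromosomes 1 to 22 and X alone, the share after vehicle treatment was above that of random regions by 0.664 percentage points in place of 3.68.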

Next, we used the discriminative DNA motif discovery (DREME) tool^31^ for motif discovery (Fig. 2B) and observed that the top DREME motifs contained the motif TC_2-3_AT in both conditions. Additionally, we identified a known binding motif ((A/T)_3-6_C(A/T)_3-n_) for the chromatin organizing protein SATB1^22^, as one of the top motifs after exposure of cells to Aβ_1–42_. 

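The pattern of 3 to 6 A or T, a C, and at least 3 A or T was present on either strand in 4223 of the 6563 peaks of 82-kDa ChAT after Aβ_1–42_ treatment (64.3%, 95% interval 63.2 to 65.5) and in 5600 of the 8270 peaks after vehicle treatment (67.7%, interval 66.7 to 68.7). Random regions of the same lengths held the pattern in 70.7% (range over the 20 sets 69.6 to 71.4) and 77.7% (range 77.0 to 78.5) of cases. The shares in the peaks were thus below those of every random set. Matches per 100 nt of peak numbered 1.29 after Aβ_1–42_ treatment and 1.24 after vehicle treatment, against 1.54 and 1.53 in random regions. DREME, which was not run here, uses a different measure.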

We analyzed data sets obtained from gene expression microarray experiments carried out in our laboratory comparing IMR32 human neuroblastoma cells either expressing or not expressing 82-kDa ChAT^20^ (NCBI GEO database accession number: GSE3506) and identified that the expression of *SATB1* was increased 5.5-fold in cells stably expressing 82-kDa ChAT. We confirmed that SATB1 mRNA expression was increased in SH-SY5Y cells stably expressing 82-kDa ChAT (1.47 ± 0.15-fold, p < 0.05, n = 3). Examples of ChIP-seq tracks from random genomic targets for 82-kDa ChAT, treated with vehicle or Aβ_1–42_, are shown in Fig. 2C for *GAB2* and *MAGI2* genes, with H3K27 acetylation (H3K27ac) overlaid to show active transcription initiation sites. 

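GAB2 lies on chromosome 11 from 78215293 to 78418348 and held no peak for 82-kDa ChAT after vehicle treatment. After Aβ_1–42_ treatment it had 2 peaks in intron 1, from 78333559 to 78333668 (score 63.81) and from 78366740 to 78366815 (score 93.69). MAGI2 covers 1436613 nt of chromosome 7, from 78017055 to 79453667, and held 5 peaks after each treatment. After vehicle treatment these lay in introns 21, 20, 10, 2 and 2, the highest score being 149.03 for the peak from 78046760 to 78046813. After Aβ_1–42_ treatment they lay in introns 9, 2, 2, 1 and 1, with a highest score of 83.06 for the peak from 78263733 to 78263783. One of the intron 1 peaks, from 79200294 to 79200437, matched the Alu repeat. No peak of one treatment overlapped a peak of the other in these genes.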

Additional tracks can be found in Fig. S2.

### Aβ-induced 82-kDa ChAT aggregates co-localize with special AT-rich binding protein 1

We identified by ChIP-seq that 82-kDa ChAT associated with motifs that had sequence similarity to SATB1 binding motifs, and that *SATB1* expression was increased after 82-kDa ChAT was stably expressed in SH-SY5Y cells. Thus, we targeted SATB1 and S/MARs as potentially having a role in Aβ-induced 82-kDa ChAT aggregation. First, the expression of 82-kDa ChAT in cells influences the subcellular localization of SATB1 protein in response to acute Aβ treatment (Fig. 3). When assessed by confocal microscopy, SATB1 protein is distributed in cells between the cytoplasm and nucleus, with the protein level in the nucleus being higher at the nuclear periphery. This subcellular distribution of SATB1 did not differ between vehicle-treated cells that do not express 82-kDa ChAT (Fig. 3A[a–c]) and cells that do express the ChAT protein (Fig. 3B[c]), and is not altered by Aβ_1–42_ treatment for vector-expressing cells (Fig. 3A[d–f]). Importantly however, in Aβ-treated cells that express 82-kDa ChAT, the SATB1 protein in the nucleus forms aggregates (Fig. 3B[j]). As seen previously, 82-kDa ChAT protein distribution is diffuse and slightly punctate in nuclei of vehicle-treated cells (Fig. 3B[a–g]), but in cells treated with Aβ_1–42_ aggregates of 82-kDa ChAT (Fig. 3B[h–n]) and SATB1 co-localize in the nucleus (Fig. 3B[l]).

To further evaluate the interaction between 82-kDa ChAT and SATB1 after cellular exposure to Aβ_1–42_, we used super-resolution ground-state depletion microscopy followed by individual molecule return (SR-GSDIM) (Fig. 3C). First, we analysed the SR-GSDIM images for co-localization of 82-kDa ChAT and SATB1, indicated by the pixels in Fig. 3C[b,d] and defined as a distance between the two proteins of less than 2/3^rd^ protein size (see Methods for more detail). In control cells, there is a small amount of co-localization of the two proteins (Fig. 3C[a,b]) that is increased significantly after exposure to Aβ_1–42_ (Fig. 3C[c,d]). Quantification reveals 4.6 ± 0.14% of co-localized pixels in control images, with this increased significantly by 50% (6.9 ± 0.51%) in Aβ-treated cells (Fig. 3C[e]). While this method allowed co-localization analysis between the two proteins, it was difficult to observe the nuclear aggregates under these conditions. Therefore, we digitally magnified the SR-GSDIM images to a 500 nm scale, in order to evaluate the relationship between the nuclear aggregates of 82-kDa ChAT protein (Fig. 3D[a]) and SATB1 protein (Fig. 3D[b]). When SATB1 aggregate localization was overlaid with that of 82-kDa ChAT, there appeared to be a close association between the two proteins, compared to regions outside of the aggregate (Fig. 3D[c]).

To better understand aspects of the underlying mechanisms, we determined if modulators of the NAD-dependent deacetylase sirtuin 1 (SIRT1) would alter 82-kDa ChAT and SATB1 localization. SIRT1 can deacetylate histones and other proteins, and has been shown previously to deacetylate SATB1 leading to the formation of S/MARs^32^. We used two pharmacological approaches to accomplish this, by adding either the SIRT1 activator resveratrol^33^ or the specific inhibitor 6-chloro-2,3,4,9-tetrahydro-1H-carbazole-1-carboxamide (EX527)^34^.

We treated cells with resveratrol to activate SIRT1 in the absence of Aβ_1–42_ (Fig. 4A). We chose doses of resveratrol that were shown previously to have effects on SIRT1 activity in SH-SY5Y cells^35^,^36^. No aggregates of either of the two proteins are observed in the nuclei of cells treated for 5 h with 25 μM resveratrol (Fig. 4A[a–g]). However, when the concentration of resveratrol is increased to 50 μM, numerous aggregates of both 82-kDa ChAT and SATB1 are observed in cell nuclei (Fig. 4A[h–n]).

In other experiments, we pre-treated cells with the SIRT1-specific inhibitor EX527 for 1 h prior to exposure to Aβ_1–42_ (Fig. 4B). Importantly, aggregates of 82-kDa ChAT are not observed in cells that were pre-treated with 1 μM EX527 for 1 h prior to the addition of either vehicle (Fig. 4B[a–e]) or 100 nM Aβ_1–42_ for 4 h (Fig. 4B[f–j]). We found that 10 ± 2% of cells contain aggregates after pre-treatment with EX527 alone. Compared to Aβ_1–42_ alone (40 ± 2%), the number of aggregates is significantly reduced in cells pre-treated with EX527 prior to exposure to Aβ_1–42_ (10% ± 2%) (Fig. 4B[k]). As an additional control we included treatment of cells with a reverse Aβ_1–42_ peptide, which did not result in the production of significant 82-kDa ChAT aggregates compared to control.

Finally, we assessed whether SATB1 was necessary for the formation of the Aβ-induced aggregates of 82-kDa ChAT using small-interfering RNA (siRNA) targeted to SATB1 (Fig. 4C). Compared to non-transfected (1.08 ± 0.03), mock transfected (1.05 ± 0.08), and non-targeted control siRNA (1.13 ± 0.07), we observed a 29% reduction in SATB1 protein levels after transfection of cells with SATB1 siRNA for 24 h (0.76 ± 0.06). This resulted in a significant reduction in SATB1 steady-state protein levels compared to untransfected, mock transfected and control siRNA cells. We next counted the percentage of cells that had at least one nuclear aggregate in cells that were treated with either vehicle for 4 h, 100 nM Aβ_1–42_ for 4 h or 50 μM resveratrol for 5 h (Fig. 4D). We found no significant differences for non-transfected cells (26 ± 2%), cells transfected with control siRNA (26 ± 4%), or transfection with SATB1 siRNA (26 ± 3%) in vehicle-treated cells. For cells that were treated with Aβ_1–42_, transfection with SATB1 siRNA significantly reduced the number of 82-kDa ChAT aggregates observed to (37 ± 3%) compared to cells that were non-transfected (60 ± 7%) or cells transfected with control siRNA (60 ± 2%). Surprisingly, after resveratrol treatment we observed no significant differences for SATB1 siRNA transfected cells (50 ± 8%) compared to control siRNA (57 ± 4%) or non-transfected (55% ± 3%) cells. These data indicate that SATB1 is required for the Aβ_1–42_ -induced aggregates. In addition, SIRT1 activation can produce aggregates of 82-kDa ChAT/SATB1, but this is not dependent on SATB1 expression.

### 82-kDa ChAT and SATB1 associate with chromatin at synapse and cell stress genes

82-kDa ChAT and SATB1 proteins are co-localized after cells are exposed to Aβ, therefore we performed ChIP-seq for SATB1 as a comparison to 82-kDa ChAT (Fig. 5). 

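SATB1 was precipitated with an anti-SATB1 antibody from the same kind of SH-SY5Y cells, stably expressing 82-kDa ChAT and treated in the same way, again with 1 library for vehicle and 1 for Aβ_1–42_ treatment. By the names the authors gave the lists, peaks were called against the input of the same treatment that served for 82-kDa ChAT, so both proteins share 1 input sample per treatment. The score of a SATB1 peak had a median of 65.9 after vehicle treatment (quartiles 57.7 and 75.1) and of 66.4 after Aβ_1–42_ treatment (quartiles 60.3 and 73.5). In all, 588687 nt were covered by peaks after vehicle treatment and 910753 nt after Aβ_1–42_ treatment. Lists were handled as for 82-kDa ChAT. After Aβ_1–42_ treatment, 4495 of the 6055 SATB1 peaks (74.2%, 95% interval 73.1 to 75.3) matched the Alu repeat. The share was 5.15% (interval 4.40 to 6.00) after vehicle treatment and 11.4% in 1 random placement of the Aβ_1–42_ list.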

We found 2884 peaks for SATB1 after vehicle treatment, and 5857 peaks for SATB1 after Aβ_1–42_ treatment, with 36 peaks overlapped and 35 additional peaks within 200 nt of one another (Fig. 5A). 

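All sequences together held 3065 SATB1 peaks after vehicle treatment and 6055 after Aβ_1–42_ treatment, of which 181 and 198 lay outside chromosomes 1 to 22, X and Y. On those chromosomes there were 2884 and 5857 peaks. Overlap of at least 1 nt was found for 58 peaks of the vehicle list (1.89%, 95% interval 1.44 to 2.44), or 55 counted from the Aβ_1–42_ list. Random placement gave a mean of 3.82 and at most 11. Within 200 nt, without overlap, lay 6 further peaks of the vehicle list. When peaks were instead relabelled at random among the 4 lists, 116 SATB1 peaks overlapped on average, and all 1000 relabellings gave at least as many as the real lists. By contrast, 754 of the 3065 SATB1 peaks after vehicle treatment overlapped a vehicle peak of 82-kDa ChAT (24.6%, interval 23.1 to 26.2). After Aβ_1–42_ treatment, 239 of the 6055 SATB1 peaks overlapped an Aβ_1–42_ peak of 82-kDa ChAT (3.95%, interval 3.47 to 4.47). These numbers were 38.5 and 43.3 times those of random placement, and 4.90 and 0.971 times those of relabelling. The order of the placement ratios depended on the sequences used. On chromosomes 1 to 22 and X they were 221 for the vehicle lists and 56.9 for the Aβ_1–42_ lists. Without Alu-matching peaks, a setting chosen after the data had been seen, the shares were 24.9% and 13.4%.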

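For SATB1, 1456 of the 2884 peaks on annotated chromosomes were intergenic after vehicle treatment (50.5%, 95% interval 48.6 to 52.3), compared to 2342 of 5857 after Aβ_1–42_ treatment (40.0%, interval 38.7 to 41.3). The shares of randomly placed peaks were 40.1% and 38.6%. After vehicle treatment the share exceeded that of every placement, and after Aβ_1–42_ treatment 11 of 1000 placements gave a share at least as high. The difference was −10.5 percentage points (interval −12.7 to −8.28). Without the Alu-matching peaks, a setting chosen after the data had been seen, the difference was 1.26 percentage points, with an interval of −1.90 to 4.42 that includes 0.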

Similar to 82-kDa ChAT, we observed that 57.1% of peaks were found in intergenic regions after vehicle treatment for SATB1, compared to 44.4% after Aβ_1–42_ -exposure. Moreover, the decrease in intergenic regions after exposure of cells to Aβ_1–42_ was explained by an increase in peaks found in introns (47.3%) and promoters (12.6%) compared to vehicle (37.9% and 7.6%, respectively). 

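SATB1 peaks touched introns in 1345 cases after vehicle treatment (46.6%, 95% interval 44.8 to 48.5) and in 3360 cases after Aβ_1–42_ treatment (57.4%, interval 56.1 to 58.6), a difference of 10.7 percentage points (interval 8.51 to 12.9). In promoters lay 179 peaks (6.21%, interval 5.35 to 7.15) and 513 peaks (8.76%, interval 8.05 to 9.51), which differed by 2.55 percentage points (interval 1.41 to 3.69). Random placements of the Aβ_1–42_ list gave 56.7% in introns and 8.51% in promoters on average. Of the 1000 placements, 163 and 251 reached the observed shares. Those of the vehicle list gave 55.6% and 7.92% on average, and all 1000 were above the observed shares. Exons held 4.40% of peaks after vehicle and 3.41% after Aβ_1–42_ treatment. With Alu-matching peaks left out, which was decided after the data had been seen, the intron difference was −2.02 (interval −5.16 to 1.12) and the promoter difference 0.878 percentage points (interval −0.685 to 2.44), and both intervals include 0.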

We again observed that the average peak length was significantly reduced after Aβ_1–42_ treatment for SATB1 (146.6 ± 2.2 nt) compared to vehicle treatment (173.9 ± 4.9 nt) (Fig. 5A). 

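SATB1 peaks had a mean length of 192.1 ± 8.08 nt (mean ± SEM over 3065 peaks, SD 447.5) after vehicle treatment and 150.4 ± 2.45 nt (6055 peaks, SD 190.6) after Aβ_1–42_ treatment. The means on chromosomes 1 to 22, X and Y were 178.6 and 146.7 nt. The median moved the other way, from 131 nt (quartiles 105 and 156) after vehicle treatment to 134 nt (quartiles 115 and 148) after Aβ_1–42_ treatment, and the longest peaks measured 12465 and 5615 nt. The mean fell by 41.7 nt over all peaks and fell by 26.3 nt with the 1% longest peaks of each list left out. Without Alu-matching peaks, chosen after the data had been seen, the means were 178.3 and 182.4 nt and the medians 131 and 126 nt.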

Using the DREME tool, we observed that both vehicle and Aβ_1–42_ treatment of cells resulted in the same TC_2-3_AT motif seen in the 82-kDa ChAT samples (Fig. 5B). In addition, peaks for SATB1 from cells treated with either vehicle or Aβ_1–42_ contained the SATB1 motif (A/T)_3-n_C(A/T)_3-6_ seen in the Aβ-exposed 82-kDa ChAT sample. 

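TCCAT or TCCCAT occurred in 1159 of the 3065 SATB1 peaks after vehicle treatment (37.8%, 95% interval 36.1 to 39.6) and in 1127 of the 6055 peaks after Aβ_1–42_ treatment (18.6%, interval 17.6 to 19.6). The corresponding shares of random regions were 36.2% (range over 20 sets 35.1 to 37.5) and 33.7% (range 32.3 to 34.9). Counted per 100 nt, the direction after Aβ_1–42_ treatment was the opposite, with 1.04 matches in peaks and 0.383 in random regions, while after vehicle treatment there were 2.18 and 0.465.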

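The A/T-rich pattern around a C was found in 2179 SATB1 peaks after vehicle treatment (71.1%, 95% interval 69.5 to 72.7) and in 4232 after Aβ_1–42_ treatment (69.9%, interval 68.7 to 71.0). Length-matched random regions contained it in 76.3% (range 74.6 to 78.3) and 75.8% (range 74.6 to 77.4) of cases. Per 100 nt of peak there were 0.788 matches after Aβ_1–42_ treatment and 1.29 after vehicle treatment, both fewer than in random regions (1.52 for the vehicle list). In the 1560 SATB1 peaks after Aβ_1–42_ treatment that did not match the Alu repeat, a subset chosen after the data had been seen, the share was 63.8% (interval 61.4 to 66.2) against 74.8% in random regions.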

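In GAB2, SATB1 had 1 peak after Aβ_1–42_ treatment, in intron 1 from 78349864 to 78349954 of chromosome 11 (91 nt, score 68.64), and none after vehicle treatment. In MAGI2 it had 3 peaks after Aβ_1–42_ treatment. Of these, the peaks in intron 15 (78163864 to 78163942, score 80.84) and intron 10 (78202496 to 78202651, score 65.89) matched the Alu repeat, and the third, in intron 9 (78263707 to 78263784, score 90.44), overlapped a peak of 82-kDa ChAT found after the same treatment. After vehicle treatment, SATB1 had 1 peak in this gene, in intron 2 from 78653715 to 78653842 (score 61.06).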

Examples of ChIP-seq tracks from random genomic targets for SATB1 at *GAB2* and *MAGI2* genes and treated with vehicle or Aβ are shown in Fig. 5C. Additional tracks can be found in Fig. S2.

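Genes were counted when at least 1 nt of a peak lay between their annotated ends, for all kinds of genes in GENCODE 44. For 82-kDa ChAT, 3216 genes held a peak after vehicle treatment and 3323 after Aβ_1–42_ treatment, and for SATB1 1450 and 3327. Randomly placed peaks hit 3906, 3505, 1747 and 3327 genes on average. In the first 3 lists, all 1000 placements hit at least as many genes as the peaks did, and for SATB1 after Aβ_1–42_ treatment 504 placements did. Thinning every list to 2884 peaks, the size of the smallest, moved the numbers of the larger lists most: over 100 draws there were on average 1435 and 1691 genes for 82-kDa ChAT and 1789 for SATB1 after Aβ_1–42_ treatment, beside the 1450 for SATB1 after vehicle treatment, which moved most, to 810, with scores at or above the median.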

We annotated peaks contained in intergenic components for both proteins, and found that, in agreement with the genomic features, there was a higher number of associated genes after exposure of cells to Aβ_1–42_ for both 82-kDa ChAT (4507) and SATB1 (4672) compared to vehicle treatment (3700 and 2615, respectively) (Fig. 6A). 

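In the gene lists, 82-kDa ChAT and SATB1 had 890 genes in common after Aβ_1–42_ treatment and 689 after vehicle treatment. Between treatments, 904 genes were in common for 82-kDa ChAT and 398 for SATB1. With randomly placed peaks, the mean was 958 genes for the pair of Aβ_1–42_ lists, 604 (range 510 to 673) for the vehicle lists, 1092 (range 1013 to 1178) for 82-kDa ChAT and 521 for SATB1. Thus the vehicle lists alone shared more genes than any placement, 1.14 times the random mean. These 689 genes made up 47.5% of the smaller list. Shared genes depend on the sizes of the lists. In the draws with 2884 peaks for each list, the Aβ_1–42_ lists had 288 genes in common on average (range 252 to 327) and the vehicle lists 345 (range 314 to 376). From gene numbers in Fig. 6A, the paper states that after exposure to Aβ_1–42_ the proteins had more genes in common with each other than either had across treatments.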

An important finding was that there were more genes in common between 82-kDa ChAT and SATB1 after exposure of cells to Aβ_1–42_ (885) than there were for common genes for either 82-kDa ChAT (820) or SATB1 (617) in either of the conditions. 

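Across the 4 lists, 138 genes held a peak in every one, against a mean of 187 (range 142 to 224) with randomly placed peaks. Genes found in a single list numbered 1571 and 1791 for 82-kDa ChAT after vehicle and Aβ_1–42_ treatment, and 488 and 1907 for SATB1. A further 308 genes were found in both vehicle lists and nowhere else, and 452 in both Aβ_1–42_ lists and nowhere else. With each list thinned to the smallest, 37.6 genes were common to all on average.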

We found 138 genes associated with all treatments. We next evaluated what functional groups the genes were associated with using the Database for Annotation, Visualization and Integrated Discovery (DAVID) server^37^,^38^ (Fig. 6B). After exposure of cells to Aβ_1–42_, we found significant gene ontology (GO) terms related to nucleoside binding, synapse, and cell projection for both 82-kDa ChAT and SATB1. Similarly, we found synapse, membrane and cell adhesion GO terms for SATB1 and 82-kDa ChAT regardless of treatment with either vehicle or Aβ_1–42_. We also found the GO term ‘regulation of programmed cell death’ (GO: 0043067) for both 82-kDa ChAT and SATB1 after Aβ-exposure. In addition to these GO terms we also identified several genes previously identified by a meta-analysis of genome wide association studies assessing AD risk^39^, including *BIN1, CR1, EFNA5, GAB2, MAGI2, MTHFD1L* and *PRUNE2*. 

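EFNA5 (chromosome 5, 107376894 to 107670937) had a peak for 82-kDa ChAT after Aβ_1–42_ treatment in intron 4 (107385008 to 107385080, score 59.74). SATB1 had a peak in its intron 1 after each treatment, the vehicle one from 107502886 to 107502991 (score 54.77) and the Aβ_1–42_ one from 107622904 to 107623026 (score 69.69), which matched the Alu repeat and was multi-copy. MTHFD1L (chromosome 6, 150865679 to 151101887) had an Aβ_1–42_ peak for 82-kDa ChAT in intron 19 (150965149 to 150965241, score 66.95). It also had a pair of Alu-matching SATB1 peaks after Aβ_1–42_ treatment, in intron 15 (150948123 to 150948284, score 77.6) and intron 19 (150965561 to 150965717, score 77.69). In PRUNE2 (chromosome 9, 76611376 to 76906114) both peaks came from Aβ_1–42_-treated cells, for 82-kDa ChAT in intron 6 (76718041 to 76718151, score 58.78) and for SATB1 in intron 4 (76837955 to 76838105, score 58.81, Alu-matching). No peak of any list lay within BIN1 (chromosome 2, 127048027 to 127107288) or CR1 (chromosome 1, 207496147 to 207641765), or within 2000 nt upstream of them. The nearest peak to BIN1 was 34590 nt downstream (82-kDa ChAT after vehicle treatment) and the nearest to CR1 was 8181 nt upstream (82-kDa ChAT after Aβ_1–42_ treatment).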

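Peaks within genes for APP binding and metabolism were looked up for ADAM10, ADAM12, ADAM17, APBA2, APBB1, APBB2, APP, APPBP2, NAE1 and RTN1. Over these 10 genes and the 4 lists, 18 of the 40 combinations had at least 1 peak. Introns were numbered along the MANE Select transcript of each gene. With only the peaks at or above the median score of their list, ADAM10, ADAM17, APBA2, APBB1 and APPBP2 held no peak, and adding 2000 nt upstream of each gene added none to the 10 genes.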

We also found several APP binding and metabolism related genes in several conditions (Table 1). It is of interest that *ADAM10, ADAM17*, *APBA2, APPBP2*, and *RTN1* were previously identified as upregulated by 82-kDa ChAT in a gene expression microarray^20^. 

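ADAM10 (chromosome 15, 58588809 to 58749791) had 1 peak for 82-kDa ChAT after each treatment, in intron 14 after vehicle (58603647 to 58603733, score 59.77) and in intron 1 after Aβ_1–42_ treatment (58736308 to 58736420, score 59.49). ADAM17 (chromosome 2, 9488486 to 9556732) had a vehicle peak for 82-kDa ChAT in intron 1 (9550702 to 9550820, score 52.04), which matched the Alu repeat. In APBA2 (chromosome 15, 28884483 to 29118315) SATB1 had a peak after vehicle treatment in intron 2 (28936801 to 28936995, score 57.52). The nearest peak for 82-kDa ChAT after Aβ_1–42_ treatment lay 7477 nt downstream of this gene. APPBP2 (chromosome 17, 60443158 to 60526242) held a vehicle peak for 82-kDa ChAT in intron 4 (60475268 to 60475321, score 63.38). RTN1 (chromosome 14, 59595976 to 59870776) held Aβ_1–42_ peaks for 82-kDa ChAT in intron 3 (59646878 to 59647015, score 72.65) and intron 1 (59854125 to 59854199, score 83.06), and a vehicle peak for SATB1 in intron 1 (59793548 to 59793669, score 59.69).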

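Within ADAM12 (chromosome 10, 126012381 to 126388477), peaks for 82-kDa ChAT lay in intron 3 after vehicle (126256422 to 126256489, score 52.18) and in intron 2 after Aβ_1–42_ treatment (126286431 to 126286514, score 66.26), and SATB1 had a vehicle peak in intron 1 (126354699 to 126354823, score 69.41). APBB1 (chromosome 11, 6395125 to 6419414) had 1 peak, for SATB1 after Aβ_1–42_ treatment in intron 1 (6413352 to 6413475, score 53.66). A vehicle peak for 82-kDa ChAT lay 677 nt downstream of its end. In APBB2 (chromosome 4, 40810027 to 41216714) the peaks for 82-kDa ChAT were in intron 1 after vehicle (41198665 to 41198776, score 53.93) and in intron 6 after Aβ_1–42_ treatment (40983259 to 40983343, score 66.26), and an Alu-matching SATB1 peak after Aβ_1–42_ treatment was in intron 10 (40900578 to 40900709, score 67.91). NAE1 (chromosome 16, 66802875 to 66873256) had an Alu-matching Aβ_1–42_ peak for 82-kDa ChAT in intron 6 (66822886 to 66823029, score 66.24). The Aβ_1–42_ list of SATB1 also had a peak within the gene, from 66840641 to 66840711 (score 102.81), outside the MANE Select transcript.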

We also identified several additional APP related genes, such as *ADAM12*, *APBB1*, *APBB2* and *NAE1*. Finally, we identified *APP* itself, which had peaks for both 82-kDa ChAT and SATB1 only after exposure of cells to Aβ_1–42_.

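APP lies on the minus strand of chromosome 21 from 25880535 to 26171128 (290594 nt). It held 1 peak for 82-kDa ChAT (score 63.81) and 1 for SATB1 (score 71.49), both after Aβ_1–42_ treatment. Neither vehicle list had a peak in the gene or in the 2000 nt upstream of it. Both scores were above the median of their list, and the SATB1 peak matched the Alu repeat by definition, since it covers part of the Alu copy that served as the query.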

### 82-kDa ChAT and SATB1 are associated with *APP* and alter gene expression

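In the APP gene, the SATB1 peak found after Aβ_1–42_ treatment is 194 nt long and the peak for 82-kDa ChAT is 110 nt long. Both lie in intron 13 of the MANE Select transcript, which is 42627 nt long, with a gap of 160 nt between them. An Alu copy of 287 nt covers the whole SATB1 peak and does not reach the peak for 82-kDa ChAT.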

To validate peaks found within the ChIP-seq dataset, we chose to examine a peak found after exposure of cells to Aβ_1–42_ for both SATB1 and 82-kDa ChAT on the *APP* gene at intron 13 (Table 1), that were within 160 nt of one another. *APP* has previously been found to have altered transcription in AD patients following transcriptome analysis^40^, and after MAPK activation by anisomycin in SH-SY5Y cells^41^. Combined with recent evidence showing 82-kDa ChAT is implicated in alterations in APP processing^20^, we identified *APP* as a potential target for an 82-kDa ChAT/SATB1 S/MAR. Using the *in silico* MAR-Wiz S/MAR prediction tool^42^, we identified a predicted S/MAR ~55 kb upstream of the 3′ end of *APP* that was ~2 kb upstream of the ChIP-seq peaks (Fig. 7A). Pathak *et al*.^43^ identified DNA associated with nuclear matrix S/MARs from *D. melanogaster* embryos using next generation sequencing (NCBI Sequence Read Archive accession number: SRX443533). We identified 3 peaks in the *APP* homolog *App1* associated with potential S/MARs, with one peak found in the same region as the ChIP-seq peaks (Fig. 7A). In addition, the region containing the ChIP-seq peaks had several sequence similarities with known SATB1 binding motifs^22^. 

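Over both peaks and the gap between them, a stretch of 464 nt, the pattern of 3 to 6 A or T, a C, and at least 3 A or T matched at 5 places. Of these, 2 lay in the SATB1 peak and within the Alu copy, 1 in the gap and 2 in the peak for 82-kDa ChAT.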

We tested for enrichment of both SATB1 and 82-kDa ChAT using ChIP followed by quantitative PCR (ChIP-qPCR) (Fig. 7B). For 82-kDa ChAT, we observed a 1.6 ± 0.5-fold enrichment after vehicle treatment, which was significantly higher after Aβ_1–42_ -exposure (9.8 ± 2.9-fold). We found a 4.9 ± 0.9-fold enrichment for SATB1 after vehicle treatment, compared to 2.4 ± 0.5-fold after exposure of cells to Aβ_1–42_, though there was no statistical difference between the treatments.

Next, we used RT-qPCR to assess any potential changes to *APP* steady-state mRNA levels (Fig. 7C). Using SH-SY5Y cells stably expressing either 82-kDa ChAT or empty vector, we found no significant changes in total *APP* steady-state mRNA levels after exposure for 4 h 100 nM Aβ (0.96 ± 0.02-fold, 1.00 ± 0.05-fold respectively). Several groups have reported that *APP* mRNA isoforms (including APP751 and 770) containing the Kunitz-type serine protease inhibitor domain (APP-KPI) are increased in AD patients, which correlates to increases in Aβ_1–42_^44^,^45^. Therefore we tested whether there were any Aβ-induced changes in APP-KPI mRNA steady-state levels, and observed that there is significantly increased expression of APP-KPI mRNA steady-state levels in vector-expressing cells (1.18 ± 0.09-fold) compared to cells expressing 82-kDa ChAT (0.86 ± 0.03-fold).

Finally, we assessed whether siRNA knockdown targeted to SATB1 could alter steady-state levels of total *APP* mRNA or the Aβ-induced change in APP-KPI mRNA observed in 82-kDa ChAT-expressing cells (Fig. 7D). After exposure for 4 h with 100 nM Aβ_1–42_, we observed no significant changes in total *APP* steady-state mRNA levels for SH-SY5Y cells stably expressing 82-kDa ChAT after a mock transfection, control siRNA or siRNA targeted to SATB1 compared to cells that were not transfected. When we measured APP-KPI steady-state mRNA levels, we observed significantly increased expression of APP-KPI levels in cells expressing 82-kDa ChAT and transfected with SATB1-targeted siRNA (1.14 ± 0.01-fold) compared to non-transfected cells (0.88 ± 0.05-fold). There were no significant differences for mock transfected cells (0.91 ± 0.03-fold) or control siRNA transfected cells (0.95 ± 0.03-fold) compared to non-transfected cells.

### 82-kDa ChAT and SATB1 associate with chromatin at S/MARs

Because SATB1 is involved in the anchoring of S/MARs to the nuclear matrix, and we show that both SATB1 and 82-kDa ChAT associated with a predicted S/MAR on *APP*, we asked whether 82-kDa ChAT may also be localized at S/MARs. We used motifs used by the *in silico* MAR-Wiz tool^42^, along with known SATB1 motifs^22^ and select motifs discovered in the *D. melanogaster* S/MAR dataset^43^ (Table S3). In addition to the analysis of 82-kDa ChAT and SATB1, we also included a ChIP-seq dataset for Alpha Thalassemia/Mental Retardation Syndrome X-Linked (ATRX) (NCBI GEO database accession number: GSE22162)^46^, as this protein is involved in chromatin reorganization, but has not previously been associated with S/MARs^46^,^47^,^48^. ATRX had a total of 6368 peaks, with an average peak length of 483.4 ± 2.4nt. Due to the large differences in peak lengths, we examined the number of motifs found in each peak weighted by the inverse of the peak length divided by a scaling factor of 100 (Fig. S4). Overall, we found that ATRX (0.9 ± 0.002%) had significantly fewer weighted motifs/peak compared to both 82-kDa ChAT and SATB1 after both vehicle and Aβ_1–42_ -exposure. Surprisingly, SATB1 after Aβ_1–42_ treatment of cells (1.4 ± 0.007%) was also significantly reduced compared to all treatments other than ATRX. We also tested the weighted motifs/peak for the 5 motifs that had the highest number of associated peaks. For motifs 1 (an origin of replication motif) and 20–21 (SATB1 motifs), we saw a similar pattern as the overall data, indicating that 82-kDa ChAT and SATB1 peaks significantly associated with genomic regions containing S/MAR binding sites.

As a control, we also determined the number of motifs in each peak of the ATRX-binding G-quadruplex motif: G_3+_N_1–20_G_3+_N_1–20_G_3+_N_1–20_G_3+_^46^ (Table S5). For ATRX we found 732 peaks with at least one G-quadruplex motif and 1327 motifs total. By comparison, for 82-kDa ChAT we found only 113 peaks and 204 motifs after vehicle treatment, and 89 peaks with 121 motifs after Aβ_1–42_ -exposure. 

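The same pattern, with loops of 1 to 20 nt, was searched on both strands of the peaks on all sequences, counting matches that do not overlap. For 82-kDa ChAT, 562 peaks held 1297 matches after vehicle treatment (6.80% of peaks, 95% interval 6.26 to 7.36), and 322 peaks held 509 matches after Aβ_1–42_ treatment (4.91%, interval 4.40 to 5.46). Loops limited to 7 nt changed these numbers most, to 87 peaks with 150 matches and 89 peaks with 121 matches. On the reference strand alone there were 278 peaks with 531 matches and 155 peaks with 244 matches.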

For SATB1, we found 60 peaks and 109 motifs after vehicle treatment, and 30 peaks with only 41 motifs after Aβ_1–42_ -exposure. These data indicate that G-quadruplex motifs are enriched in ATRX, but not for 82-kDa ChAT or SATB1.

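For SATB1, loops of up to 20 nt gave 209 peaks with 481 matches after vehicle treatment (6.82% of peaks, 95% interval 5.95 to 7.77) and 108 peaks with 212 matches after Aβ_1–42_ treatment (1.78%, interval 1.47 to 2.15). Loops of up to 7 nt gave 46 peaks with 80 matches and 20 peaks with 33 matches.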

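Among 20 sets of random regions with the same lengths, the share with a G-quadruplex motif averaged 6.73% (range 6.35 to 7.35) for the vehicle list of 82-kDa ChAT and 4.55% (range 4.16 to 4.88) for its Aβ_1–42_ list. For SATB1 it averaged 6.12% (range 5.19 to 6.79) for the vehicle list and 5.49% (range 4.81 to 6.16) for the Aβ_1–42_ list. The share in peaks was within the random range for 82-kDa ChAT after vehicle treatment. For 82-kDa ChAT after Aβ_1–42_ treatment and for SATB1 after vehicle treatment it was above the highest random set, with a counting interval that included the random mean, and it was below the range for SATB1 after Aβ_1–42_ treatment. ATRX peaks were not analysed here. From the numbers of peaks and motifs, the paper concludes that G-quadruplex motifs are enriched for ATRX and not for 82-kDa ChAT or SATB1.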

Pathek *et al*.^43^ found that the inter-MAR distance in the *D. Melanogaster* genome ranged from <1 kb to 150 kb, with an average distance of 16 kb and a peak of inter-MAR distances at approximately 5 kb. Due to the potential association with S/MARs, we also assessed whether there was any pattern to the spacing between successive peaks across each chromosome (Fig. 8A). 

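Distances were measured from the end of a peak to the start of the next peak on the same sequence. There were 8102 and 6436 distances for 82-kDa ChAT after vehicle and Aβ_1–42_ treatment, and 2957 and 5927 for SATB1. The shortest were 1, 3, 2 and 5 nt in the same order. The longest were 30.0, 30.2, 30.0 and 30.2 Mb, and 18.0, 18.5, 18.4 and 18.5 Mb when chromosome Y and the sequences outside chromosomes 1 to 22 and X were left out.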

We found that the distance between peaks for each treatment ranged from <1 kb to 28 Mb, except for ATRX which had an upper range of 56 Mb. 

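For 82-kDa ChAT, the 75th percentile of the distance between successive peaks was 0.485 Mb (95% interval from the order of the distances 0.466 to 0.502) after vehicle treatment and 0.626 Mb (interval 0.605 to 0.649) after Aβ_1–42_ treatment, with medians of 0.149 and 0.290 Mb. Thinning the lists to 3065 peaks, the size of the smallest, moved these values most, to 1.34 and 1.35 Mb on average over 100 draws. On chromosomes 1 to 22, X and Y, the 75th percentiles were 0.524 and 0.634 Mb, and randomly placed peaks gave means of 0.536 and 0.638 Mb.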

For 82-kDa ChAT, 75% of peaks were less than 1.4 Mb apart after either vehicle or Aβ_1–42_ treatment of cells. For SATB1, 75% of peaks were less than 1.1 Mb apart following Aβ_1–42_ -exposure, with this number increasing to 3.8 Mb after vehicle treatment. 

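For SATB1, the 75th percentile was 0.653 Mb (95% interval 0.627 to 0.681) after Aβ_1–42_ treatment and 1.35 Mb (interval 1.27 to 1.44) after vehicle treatment, and the medians were 0.271 and 0.510 Mb. Thinned to the number of peaks in the vehicle list, the Aβ_1–42_ list gave 1.31 Mb. Random placements on chromosomes 1 to 22, X and Y gave means of 0.681 and 1.40 Mb, where the lists gave 0.655 and 1.39 Mb.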

For ATRX, 75% of peaks were less than 0.5 Mb apart. Through kernel density estimation with an upper bound of 4.0 Mb, we found that there were peaks in the distributions of the distance between successive peaks, indicative that regular patterned spacing was present. 

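A kernel density replaces each distance by a narrow Gaussian curve and adds the curves up. Here the bandwidth was 0.5 times the Sheather-Jones bandwidth, after the smoothing parameter of 0.5 that the paper states, and the density was evaluated every 10 kb from 0 to 4 Mb. Between 96.2% and 99.8% of the distances in each list were under 4 Mb. Since no distance is negative, a Gaussian curve near 0 loses weight below 0, and the highest point of the density can move away from 0 for that reason alone. In a test on simulated data, distances of which 30% were regular at 120 kb gave a highest point at 120 kb, and randomly spaced (exponential) distances gave one at 20 kb.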

For 82-kDa ChAT, the peak occurred at a spacing of 125.0 kb after vehicle treatment, and 123.9 kb after Aβ_1–42_ -exposure. 

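The density for 82-kDa ChAT was highest at 0 kb after vehicle treatment (range of the central 95% of 100 bootstrap samples 0 to 0) and at 10 kb after Aβ_1–42_ treatment (bootstrap range 10 to 10). Of the alternatives, 0.5 times the normal-reference bandwidth moved the highest point most, to 10 and 40 kb. Randomly placed peaks on chromosomes 1 to 22, X and Y had their highest point at 20.3 kb (range 10 to 40 over 100 placements) and 33.0 kb (range 20 to 100) on average. Windows around the distance the paper reports ran from 100 to 150 kb after vehicle treatment and from 99.1 to 149 kb after Aβ_1–42_ treatment. On chromosomes 1 to 22, X and Y they held 518 and 493 distances. Random placements held 699 (range 631 to 771) and 525 (range 461 to 596) on average. Relative to the mean of the equally wide windows on either side, the lists held 0.972 and 0.917 times as many. These ratios lay within the random ranges of 0.845 to 1.13 and 0.825 to 1.19.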

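For SATB1 after Aβ_1–42_ treatment, the density of distances between successive peaks was highest at 10 kb (bootstrap range 10 to 20), and 50 kb with 0.5 times the normal-reference bandwidth. Its random placements were highest at 32.1 kb on average (range 20 to 80). From 74 to 111 kb, within 20% of the spacing in the paper, lay 445 distances, where random placements held 382 on average and at most 445. In the windows of the same width below and above there were 488 and 380. The ratio of 1.03 to the neighbouring windows lay within the random range of 0.814 to 1.20.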

We also found regular spacing for SATB1 after exposure to Aβ_1–42_ (92.5 kb) and for ATRX (31.2 kb). 

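For SATB1 after vehicle treatment, the density was highest at 10 kb (bootstrap range 10 to 10), and at 60 kb with 0.5 times the normal-reference bandwidth. Random placements of the same peaks had a mean of 71.9 kb (range 40 to 190).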

Interestingly, we did not observe any pattern to the inter-peak distances for SATB1 after vehicle exposure. These data show that, after Aβ exposure, both SATB1 and 82-kDa ChAT have regular patterned spacing on the genome similar to S/MAR genome spacing.

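Regular spacing of a whole list makes distances vary less than chance does. This measure cannot tell whether a subset of peaks is regular. The coefficient of variation of the distances on chromosomes 1 to 22, X and Y was 1.83 and 1.54 for 82-kDa ChAT after vehicle and Aβ_1–42_ treatment, and 1.43 and 1.60 for SATB1. Randomly placed peaks gave means of 1.57 (range 1.53 to 1.64), 1.37 (range 1.19 to 1.52), 1.23 (range 1.10 to 1.31) and 1.36 (range 1.21 to 1.51), and in all 4 lists every one of the 1000 placements varied less than the peaks did. Distances under 25 kb numbered 1851 for 82-kDa ChAT after vehicle treatment, against 594 (range 546 to 640) in random placements. From the peaks in the kernel densities, the paper concludes that 82-kDa ChAT and SATB1 have regular patterned spacing on the genome after exposure to Aβ, similar to the spacing of S/MARs. Its discussion limits this to a subset of the associations.

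**Figure D1:**
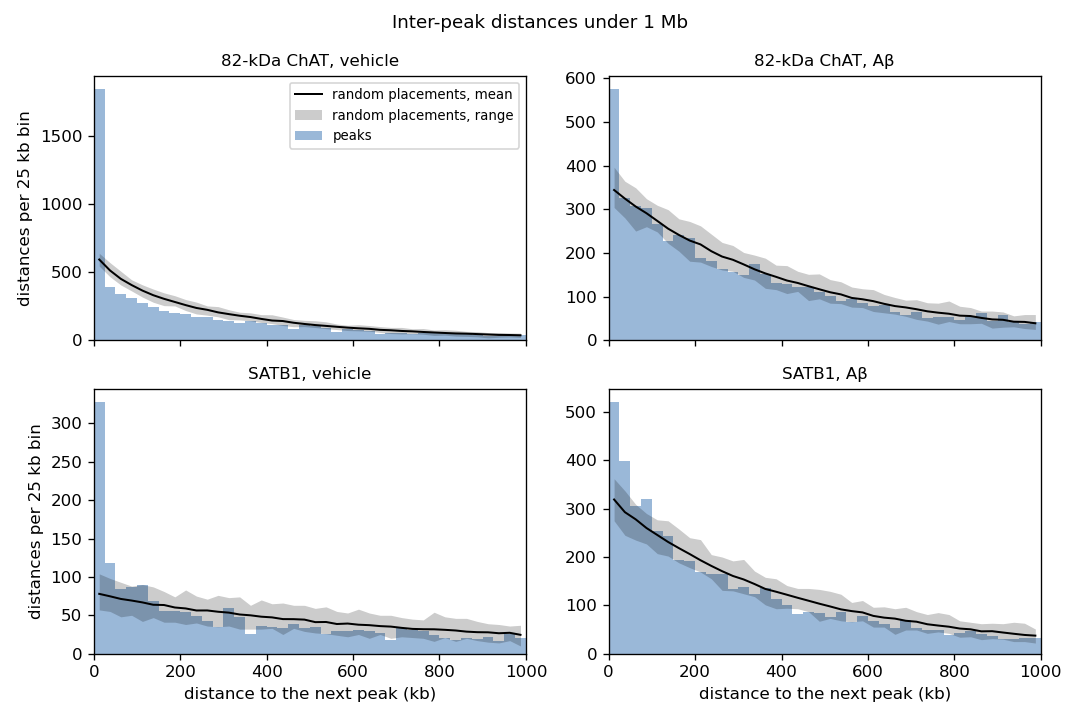
Number of distances between successive peaks (vertical axis) by distance under 1 Mb (horizontal axis, bins of 25 kb) on chromosomes 1 to 22, X and Y, with 1 panel for each list. Blue bars are the peaks, the black line the mean and the grey band the range of 100 random placements; in all 4 panels the bin from 0 to 25 kb rises above the random range.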

As a comparison to the genomic patterned spacing observed for 82-kDa ChAT, we tested whether there was patterning to the nuclear protein localization using SR-GSDIM. Images of 82-kDa ChAT immunostaining in nuclei of vehicle-treated cells by either epi-fluorescence or SR-GSDIM microscopy are shown in Fig. 8B[a,b respectively], with an enlarged region of interest (ROI, Fig. 8B[c]). For Aβ-treated cells, we observed nuclear aggregates of 82-kDa ChAT when cells were imaged in both epi-fluorescence mode (Fig. 8B[d]) and in SR-GSDIM [**e**] mode. SR-GSDIM imaging showed 82-kDa ChAT predominantly in multimeric clusters in vehicle-treated (Fig. 8B[c]) and Aβ-exposed regions not associated with an aggregate (Fig. 8B[f]), or within an aggregate (Fig. 8B[g]). Using a Fourier transform, we quantified the spacing between clusters in these ROIs. Two peaks were apparent in the Fourier analysis (Fig. 8B[h]), the first corresponding to the average cluster size and the second indicating regular spacing between clusters. We found that in 38% of vehicle-treated cells and in 10% of regions containing an Aβ-induced aggregate the clusters displayed even spacing, while regions in Aβ-exposed cells not associated with an aggregate did not contain any regular patterning. In vehicle-treated cells, the peak of inter-cluster distance was found to be 145 nm, while in regions containing an Aβ-induced aggregate this distance was reduced to 106 nm. We measured the size of the individual clusters and found no significant difference in any of the conditions (box on Fig. 8B[h,i]).

## Discussion

In the present study, we explored the novel finding that 82-kDa ChAT can facilitate and participate in an epigenetic response in Aβ-exposed human neural cells. Specifically, we found that 1) nuclear localized 82-kDa ChAT forms aggregates in Aβ_1–42_ -treated cells; 2) 82-kDa ChAT is associated with chromatin after exposure of cells to Aβ_1–42_; and 3) 82-kDa ChAT increases its association with gene introns and promoters after Aβ-exposure of cells. 82-kDa ChAT protein aggregates in neural cell nuclei are co-localized with SATB1, a protein involved in anchoring DNA to the nuclear matrix for either chromatin activation or repression. SATB1 had a similar gene association as 82-kDa ChAT with or without exposure to Aβ_1–42_. Both 82-kDa ChAT and SATB1 interact with chromatin at a predicted S/MAR in the *APP* gene, leading to altered gene expression of specific *APP* mRNA isoforms. Finally, 82-kDa ChAT and SATB1 are associated with chromatin at regions enriched with S/MAR motifs, and these regions have regular patterned expression on the genome.

Initial characterization of the effects of Aβ-treatment on 82-kDa ChAT localization showed protein aggregates in SH-SY5Y cell nuclei after only 4 h. Moreover, 82-kDa ChAT protein is associated with chromatin, and ChIP peaks associated with 82-kDa ChAT have a significant number of motifs with sequence similarity to a known SATB1 binding motif. SATB1 anchors chromatin to the nuclear matrix as part of S/MARs, a process involving targeted chromatin looping^22^,^23^,^24^. Chromatin is highly organized into transcriptionally repressive and active loops during interphase and in non-dividing cells^49^. Heterochromatic regions of S/MARs recruit either polycomb repressive complexes for histone H3K27 tri-methylation (H3K27me3) or K9-histone methyltransferase (HMT) for H3K9me3 resulting in transient or constitutive repression of transcription, respectively^22^,^23^,^50^. Conversely, activated S/MARs recruit the HAT p300/CBP, and K4-HMTs for H3K4me3, and RNA polymerase II (RNA Pol II) for transcriptional activation^49^,^50^.

There are several examples of changes in gene expression related to S/MAR formation during cell stress. SMAR1, which also binds nuclear matrix, recruits HDAC1 to repress the *BAX* and *PUMA* promoters during mild DNA damage, but is sequestered from these genes after extensive DNA damage, resulting in apoptosis^51^. In relation to APP processing, over-expressing SIRT1 in APP/PS1 transgenic mice leads to activation of the α-secretase gene *ADAM10* and a subsequent reduction in the amyloidogenic APP processing pathway^52^. Interestingly, we found that SATB1/82-kDa ChAT aggregates were formed after activation of SIRT1 independent of Aβ_1–42_ treatment, and SATB1 siRNA knockdown did not alter the SIRT1-dependent aggregate formation. Xue *et al*.^32^ showed that SIRT1 deacetylates SATB1 to promote the formation of S/MARs at the β-globulin locus, though SIRT1 has many other non-SATB1 targets that are likely contributing to the Aβ-induced SATB1/82-kDa ChAT aggregate formation seen in this study. We demonstrated previously that *ADAM10* transcription levels were elevated in IMR32 cells expressing 82-kDa ChAT, while β-secretase levels and activity were reduced in neurons cultured from APP/PS1 transgenic mouse brain that have been transduced to express 82-kDa ChAT^20^. In the present study, we found that *ADAM10* has ChIP-seq peaks for 82-kDa ChAT after vehicle and Aβ-exposure, along with several other genes encoding proteins that interact with APP. Further work is needed to determine if there may be 82-kDa ChAT and S/MAR involvement in these responses to cell stress.

The present study found that 82-kDa ChAT and SATB1 are both enriched at an *in silico* predicted S/MAR on the *APP* gene after exposure of cells to Aβ_1–42_. While *APP* mRNA expression is altered in AD patients^40^,^53^, and increased after MAPK activation by anisomycin in SH-SY5Y cells^41^, other studies suggest that there may be an increase in the isoforms that contain KPI in AD patients^44^,^45^. These studies show that total *APP* mRNA steady-state levels are unchanged, but this alternative expression pattern correlates to an increase in soluble Aβ_1–42_ and to severity of cognitive impairment^44^,^45^. We found previously that total *APP* mRNA steady-state levels were not changed when 82-kDa ChAT was expressed in primary neurons from APP/PS1 mice^20^. Our current findings complement these studies, as we demonstrate that cells expressing 82-kDa ChAT have lower steady-state levels of KPI-containing isoforms of *APP* compared to vector-expressing cells, with no change in total *APP* mRNA levels. The change in APP-KPI was prevented when we used siRNA targeted to SATB1, demonstrating that SATB1 is also necessary for this change in gene expression. We postulate that expression of 82-kDa ChAT protein may contribute to preventing the increased production of these KPI-containing isoforms in neurons after exposure to environmental stress, with this potentially disrupted when the subcellular localization of 82-kDa ChAT is altered in aging, MCI or AD^19^. It is important to note that the KPI-containing *APP* mRNA isoform is alternatively spliced to include exon 7^54^, while 82-kDa ChAT and SATB1 bind to a region in intron 13. While a linear genomic relationship between these two regions is unlikely, it will be important for future studies to understand how chromatin may be organized in these regions to elucidate how the interaction of SATB1 and 82-kDa ChAT may influence the steady-state mRNA levels of APP-KPI.

When we analyzed ChIP-seq datasets for 82-kDa ChAT and SATB1, we saw a number of similarities including increases in promoter and intragenic targets. We observed that both proteins had smaller peak sizes after exposure to Aβ_1–42_, which suggests targeted genomic associations as small peak sizes are associated with sequence-specific DNA targets^30^. We showed that 82-kDa ChAT and SATB1 have associations with sequences are enriched with S/MAR binding motifs, in particular SATB1 binding motifs and an origin of replication sequence. However, there were also important differences between the datasets. For 82-kDa ChAT there were a similar number of peaks after vehicle or Aβ-exposure, but for SATB1 there were more than double the number of associations found after Aβ-exposure. In addition, we showed that a subset of the genome associations for 82-kDa ChAT had regular patterned spacing and, at the nano-resolution level, 82-kDa ChAT forms patterned clusters with the distance between clusters decreasing after Aβ-exposure. We found a subset of SATB1 genome associations with regular patterned spacing after cells were exposed to Aβ_1–42_, but not for vehicle-treated cells. We observed that SIRT1 activation stimulates SATB1 and 82-kDa ChAT aggregate formation, and both SIRT1 activation and Aβ-exposure result in SATB1 entry into the nuclear interior. Taken together, these data suggest that SATB1 is activated to bind to chromatin at S/MARs after exposure to Aβ_1–42_, resulting in alternative utilization and movement of 82-kDa ChAT to these regions. Thus, we propose a model where 82-kDa ChAT is constitutively associated with chromatin, but is brought to SATB1 anchored S/MARs after Aβ-exposure.

The current study demonstrates that 82-kDa ChAT participates in, and is required for, the binding of S/MARs to the nuclear matrix in human neural cells after acute exposure to oligomeric Aβ_1–42_. Our data suggests that cholinergic neurons can have an epigenetic response to Aβ-exposure, and given that the nuclear levels of 82-kDa ChAT decline with increasing age and the onset of cognitive impairment^19^, the loss of this epigenetic response may have implications for the onset or progression of MCI and AD. Future work will be important for understanding the signalling pathways involved in the formation of these S/MARs after Aβ-exposure. It will also be important to assess the effective outcomes of S/MAR formation on cellular processes, especially for genes identified in this study related to AD risk and APP processing. These insights could lead to the identification of new biomarkers, as well as therapeutic targets for the etiology of AD and other cognitive disorders.

## Materials and Methods

### Cell culture and transfection

SH-SY5Y cells from American Type Culture Collection (Manassus, VA) were grown on 35 mm glass-bottom plates (0.14 mm thick; MatTek Corp., Ashland, MD, USA) for live cell imaging, or cells stably expressing heterologous 82-kDa ChAT^20^ were plated on coverslips for immunostaining. Cells were differentiated using 10 μM all-*trans*-retinoic acid for 3 days, which produces substantial morphological and biochemical cholinergic differentiation of cells^55^. For live imaging, cells were transfected with a plasmid encoding an 82-kDa ChAT-eGFP fusion protein or the peGFP vector (Clontech Laboratories Inc., Mountain View, CA, USA) using Lipofectamine 2000 (Invitrogen, Burlington, ON, Canada). Aβ oligomers were prepared as described^56^ from lyophilized Aβ_1–42_ or the reverse peptide purchased from rPeptide (Bogart, GA, USA). Cells were treated with either 100 nM oligomeric Aβ_1–42_ or F12 media (vehicle), or resveratrol (Sigma-Aldrich, Oakville, ON, Canada) with or without pre-treatment with EX527 (Sigma-Aldrich) for the indicated times and concentrations. Cells in some experiments were transfected with either scrambled control siRNA or specific siRNA duplexes targeted against human SATB1 (Santa-Cruz Biotechnology, Dallas, TX, USA) for 24 h with Lipofectamine RNAiMAX (Invitrogen) prior to treatment with Aβ or resveratrol. As an additional negative control, cells were mock transfected with Lipofectamine containing no siRNA.

### Antibodies

The 82-kDa ChAT protein was detected with a custom rabbit polyclonal antibody CTab^57^. Other antibodies used were: anti-SATB1 (sc-5990) and anti-β-actin (sc-1616-R) (Santa-Cruz Biotechnology), anti-β-tubulin (2146S; Cell Signaling, Danvers, MA, USA) and anti-histone H2A (H2A) (PA1–41004; Thermo Scientific). AlexaFluor 647 and AlexaFluor 542-conjugated secondary antibodies (Invitrogen) were used for immunostaining visualization.

### Live cell imaging, immunostaining, and SR-GSDIM

For live imaging, cells were exposed to 625 ng/mL Hoechst 33342 DNA stain (Sigma-Aldrich) for 20 min prior to imaging in growth medium containing phenol-red free FluroBrite DMEM (Invitrogen) and 20 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES). For immunostaining, cells were stained with primary antibody CTab (1:1,000) with or without anti-SATB1 (1:100) followed by AlexaFluor 647 (for 82-kDa ChAT) or AlexaFluor 542 (for SATB1) secondary antibodies. Cells were then counterstained with 2.5 μg/mL Hoechst.

For SR-GSDIM, cells were plated on 35 mm plates containing 22 × 22 mm 0.16–0.19 mm thick coverslips (VWR International, Mississauga, ON, Canada) prior to immunostaining. After staining, coverslips were placed face down on single depression glass slides (Gorilla Scientific, Gainesville, VA, USA) containing 100 mM of β-cysteamine (Sigma-Aldrich) and sealed with Twinsil^®^ silicon sealant (Picodent, Wipperfürth, Germany).

For confocal microscopy, digital images were acquired with a Zeiss LSM510-Meta laser-scanning confocal microscope (Carl Zeiss Canada Ltd., Toronto, ON, Canada) using a 63X oil-immersion objective (NA = 1.4) or an Olympus Fluoview 1000 (Olympus Canada Inc., Richmond Hill, ON, Canada) using a 60X oil-immersion objective (NA = 1.35). For live cell imaging, images were acquired using 405 nm excitation and 420–480 emission for Hoechst; and 488-nm excitation and 505-nm emission using a long-pass filter for 82-kDa ChAT-EGFP at 1024 × 1024 resolution. For immunostaining, images were acquired for Hoechst as above; 543-nm excitation and 560- to 615-nm band-pass emission filter for SATB1; and 647-nm excitation and 650-nm long-pass emission filter for 82-kDa ChAT. Images were processed in ImageJ^58^ where manipulations included filtering, thresholding, digital magnification, and deconvolution, then formatted in Adobe Illustrator (Adobe Systems Inc, San Jose, CA, USA).

For SR-GSDIM, digital images of fixed cells were acquired with a Leica super resolution ground-state depletion microscope (SR-GSD; Leica Microsystems Inc., Concord, ON, Canada) using a 160X oil-immersion objective, NA 1.47. Images were captured using the reversible saturable optical fluorescence transitions principle, as described^59^,^60^. Images were captured using the Leica Application Suite Advanced Fluorescence software, then processed on Imaris (version 7.5.0, Bitplane USA, Concord, MA, USA). Identification of 82-kDa ChAT clusters and quantification of cluster size and spacing was performed in Matlab (Mathworks, Natick, MA, USA) using a custom-written implementation of the Ordering Points To Identify Clusters algorithm^61^,^62^. Regular spacing of ChAT molecular clusters was detected by measuring the inter-cluster distance between each cluster and all other clusters in an image, and then performing a normalized Fast Fourier Transform to detect any regular cluster spacing.

To quantify co-localization on SR-GSDIM images, Imaris was used to create surface dots representing each protein, based on the estimated size for each protein and resolution of the image. We defined the protein size with the addition of both primary and secondary antibodies as 60 nm. Using the XT co-localize spots module, we set the threshold distance for co-localized dots to be 2/3rds the size of the smallest protein and computed the distance between each pair of dots, and thus the threshold for co-localization was set to 40 nm.

### Nuclear sub-fractionation and immunoblotting

Total, cytosolic, and nuclear subcellular fractions from cells treated with vehicle or Aβ_1–42_ were isolated as described previously^63^. Ten μg of protein from each of the whole cell extract, cytosolic (10 mM KCl) and soluble nuclear fractions, and half of the chromatin and insoluble protein fractions were separated on SDS–polyacrylamide gel electrophoresis (SDS-PAGE) gels.

For western immunoblotting experiments, total cell lysates were collected using a Triton-X lysis buffer (final concentration: 10 mM HEPES, 5 mM MgCl_2_, 1 mM ethylene glycol tetraacetic acid [EGTA], 150 mM NaCl, 5% [v/v] Glycerol, 0.5% [v/v] Triton-X 100, protease inhibitor cocktail [Sigma Aldrich; final concentration: 1.04 mM 4-(2-Aminoethyl) benzenesulfonyl fluoride hydrochloride (AEBSF), 0.8 μM aprotinin, 40 μM bestatin, 14 μM N-[N-(L-3-trans-carboxyirane-2-carbonyl)-L-leucyl]-agmatine; 1-[N-[(L-3-trans-carboxyoxirane-2-carbonyl)-L-leucyl]amino]-4-guanidinobutane (E-64), 20 μM leupeptin and 15 μM pepstatin], and phosphatase inhibitors [10 mM sodium fluoride, 1 mM sodium vanadate, 20 mM sodium phosphate, 3 mM β-glycerolphosphate, 5 mM sodium pyrophosphate]). Thirty μg of protein from each sample was separated on SDS-PAGE gels. The density of protein bands were determined using Image Lab (Version 5.0, BioRad), and compared to β-actin as a loading control.

### Chromatin immunoprecipitation with next-generation sequencing (ChIP-seq)

ChIP samples were obtained from 82-kDa ChAT and SATB1-expressing cells treated with vehicle or 100 nM Aβ_1–42_. ChIP was performed by cross-linking DNA and bound proteins with 0.5% methanol-free ultra-pure paraformaldehyde (Polysciences, Inc., Warrington, PA, USA). ChIP samples were analyzed at the Donnelly Sequencing Centre (Toronto, ON). ChIP-seq samples were individually barcoded with Illumina TruSeq^®^ adapter sequences (Illumina, San Diego, CA, USA) for library construction, then run on 2 single read 1:51bp lanes using a HiSeq2500.

ChIP-seq samples generated ten to twenty million 50 base pair, paired-end reads for each sample. Each ChIP-seq FASTQ file was loaded onto the Galaxy server (http://usegalaxy.org)^64^ for analysis. First, each sample was tested for quality control (QC) statistics, including quality scores, GC content and over-represented sequences. All the sequences were of sufficient quality, the GC content approximated the GC content of the human genome (~41%)^65^ and the only overrepresented sequences that were found corresponded to the adapter sequences used in the library construction and were at ~1% of the total reads. Reads were then mapped to the human genome (hg38, updated December 2013) using the Burrows-Wheeler Aligner^66^, with repeat-masking and default parameters. We also included a published^46^ human ATRX dataset (NCBI accession: GSE22162) that was mapped to hg19 using Bowtie2. Unique peaks were identified for each sample using the model-based analysis of ChIP-seq (MACS)^67^ tool with p-value < 0.00001, and filtered out significant peaks found in the corresponding input sample.

Peaks found by the MACS procedure were compared to genomic features obtained from the UCSC genome table browser^68^ using in-house SAS programs (version 9.4, Cary, NC, USA). SAS was used to compute average peak lengths for each sample and to annotate peaks found within a known gene. ChIP-seq tracks were visualized using the Intergrative Genomics Viewer (Broad Institute, Cambridge, MA, USA; version 2.3.59)^69^. These gene lists were uploaded to the DAVID server (http://david.abcc.ncifcrf.gov/)^37^,^38^ for GO analysis. Finally, FASTA formatted peaks were uploaded to the DREME tool (http://meme.nbcr.net/meme/cgi-bin/dreme.cgi)^28^ for motif discovery. SAS was also used in several downstream analyses to compute additional features of the ChIP-seq data. To visualize non-normal distribution of the distance between peaks, kernel density estimation was used, with a smoothing parameter of 0.5.

### Data Deposition

ChIP-seq data used in this study was deposited in the NCBI Geo Database, accession number: GSE73576.

### Quantitative PCR (qPCR)

For ChIP-qPCR, primers (Table S6) were incubated with DNA from either the primary antibody sample or corresponding input sample. Duplicate samples were incubated without primary antibody (IgG control). For reverse transcription-qPCR (RT-qPCR), total RNA was isolated from SH-SY5Y cells and reverse transcribed as described previously^20^. 1x iQ SYBR Green Supermix (Bio-Rad) was added prior to PCR amplification and real-time detection using a Bio-Rad C1000™ Thermal Cycler and CFX95 Real-Time system. After each cycle, fluorescent activity was determined, and a final crossing point (threshold cycle, Ct) was calculated. Primer efficiency and amplifications of a single PCR product was confirmed, and a representative gel for RT-PCR amplification can be found in Fig. S7. For ChIP-qPCR, the average Ct in each treatment and control was analyzed using the ΔΔCt method given by the formula: ΔΔCt (ChIP − IgG) = (Mean Ct (ChIP) − Mean Ct (Input)) − (Mean Ct (IgG) − Mean Ct (Input)). After determining the ΔΔCt, we used this to calculate a fold-change compared to the IgG control, given by the formula: Fold Change = 2^(−ΔΔCt (ChIP− IgG)). For RT-qPCR, the average Ct in each treatment was analyzed by the 2^^−ΔΔCt^ method, normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and vehicle-treated samples.

### Data Analysis

The data are presented as mean ± SEM, with n values indicating the number of independent experiments performed with separate cell populations. Each n value represented the average of multiple sample replicates for each experiment. GraphPad Prism 5 (GraphPad Software, San Diego, CA, USA) was used for data analysis. Data were assessed for normality using Bartlett’s test and statistically significant differences were tested by unpaired Student’s *t*-test, or between groups using one or two-way ANOVA with Dunnett’s, Tukey’s or Bonferroni’s *post hoc* multiple comparison test as appropriate, with statistical significance defined as p ≤ 0.05. For cell counting, an independent and blinded observer determined the number of cells with nuclear aggregations on 63x magnification images. Each image had at least 20 cells, and 5 images were counted for each replicate of each treatment. The total number of cells in all 5 images was pooled to determine the percentage of cells with nuclear aggregations.

## Additional Information

**How to cite this article**: Winick-Ng, W. *et al*. 82-kDa choline acetyltransferase and SATB1 localize to β-amyloid induced matrix attachment regions. *Sci. Rep*. **6**, 23914; doi: 10.1038/srep23914 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
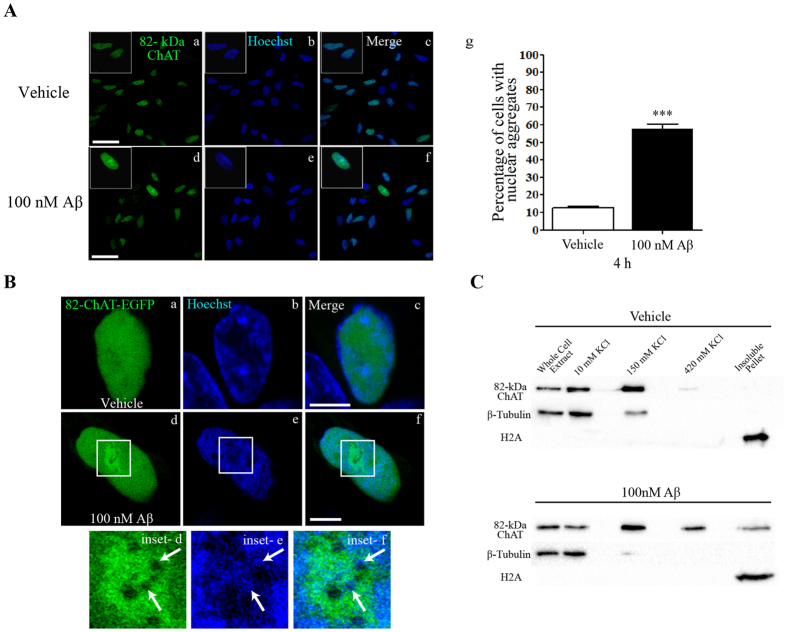
82-kDa ChAT forms nuclear aggregates after exposure to Aβ. (**A**) SH-SY5Y cells stably expressing 82-kDa ChAT were exposed to either vehicle (F12 media; a–c) or 100 nM oligomeric Aβ_1–42_ for 4 h (d–f). Aβ-treated cells had nuclear aggregates of 82-kDa ChAT protein. The left panel shows 82-kDa ChAT staining, center panel shows staining with Hoechst dye to label DNA, and right panel is the overlay; n = 5, with at least 6 cells imaged per treatment; scale bar 20 μm. (g) Quantification of the number of cells with nuclear aggregates of 82-kDa ChAT, n = 8 with at least 100 cells counted per treatment. ***p < 0.001 (Student’s *t*-test). (**B**) SH-SY5Y cells were transiently transfected with 82-kDa ChAT-eGFP and treated with either vehicle (a–c) or 100 nM oligomeric Aβ_1–42_ (d–f) for 4 h, then live cells were exposure to Hoechst dye for 20 min prior to imaging. Aβ-exposed cells had aggregates of 82-kDa ChAT-eGFP (inset on d) surrounding areas with little ChAT-eGFP and aggregates of Hoechst dye (inset on e,f). Scale bar 5 μm; n = 5. (**C**) Immunoblot showing cell fractionation of SH-SY5Y cells stably expressing 82-kDa ChAT treated with either vehicle or 100 nM oligomeric Aβ_1–42_ for 4 h. Aβ-treated cells showed an increase in 82-kDa ChAT protein levels present in the 420 mM KCl fraction, with a small amount of protein detected in the insoluble protein fraction. β-tubulin and histone H2A were used as controls for the 10 mM KCl and insoluble protein fractions, respectively, n = 8.

**Figure 2:**
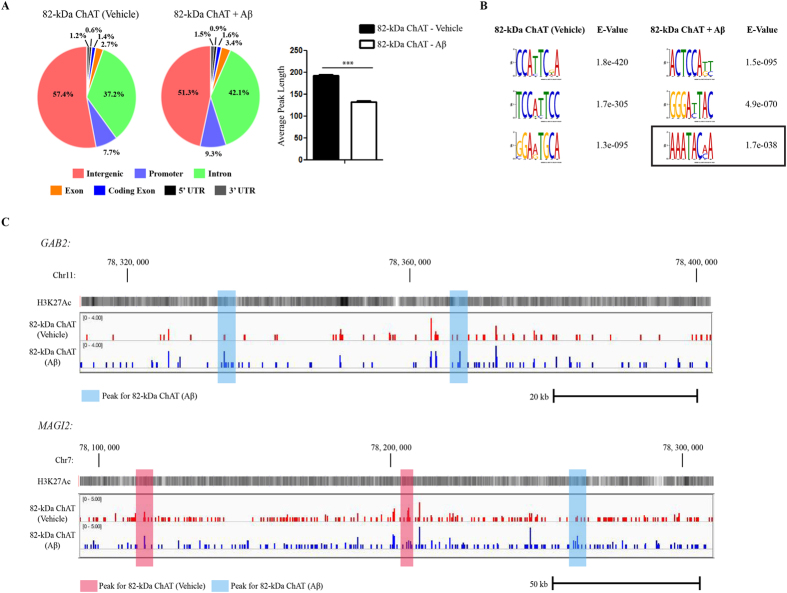
82-kDa ChAT has altered genome association after exposure of cells to Aβ. (**A**) ChIP-seq was performed for SH-SY5Y cells stably expressing 82-kDa ChAT treated with either vehicle or 100 nM oligomeric Aβ_1–42_ for 4 h. Genomic features identified for 82-kDa ChAT. Both treatment groups had over 50% of the peaks at intergenic regions, but Aβ_1–42_ treatment increased association with introns, promoters and exons. Average peak length for 82-kDa ChAT after either vehicle or Aβ_1–42_ -exposure was also tested. Treatment with Aβ_1–42_ significantly decreased the 82-kDa ChAT peak length. ***p < 0.001 (Student’s *t*-test). (**B**) Top DREME motif hits for 82-kDa ChAT after vehicle or Aβ_1–42_ -exposure of cells. The top motifs for both treatments revealed a TC_2-3_AT motif, while Aβ_1–42_ -treatment also revealed a known SATB1 binding motif (boxed region). (**C**) Example ChIP-seq tracks for 82-kDa ChAT after vehicle or Aβ_1–42_ -exposure of cells for regions of *GAB2* and *MAGI2* genes. Peaks are highlighted in blue for Aβ_1–42_ peaks and red for vehicle peaks. H3K27Ac is overlaid to show active transcription initiation sites.

**Figure 3:**
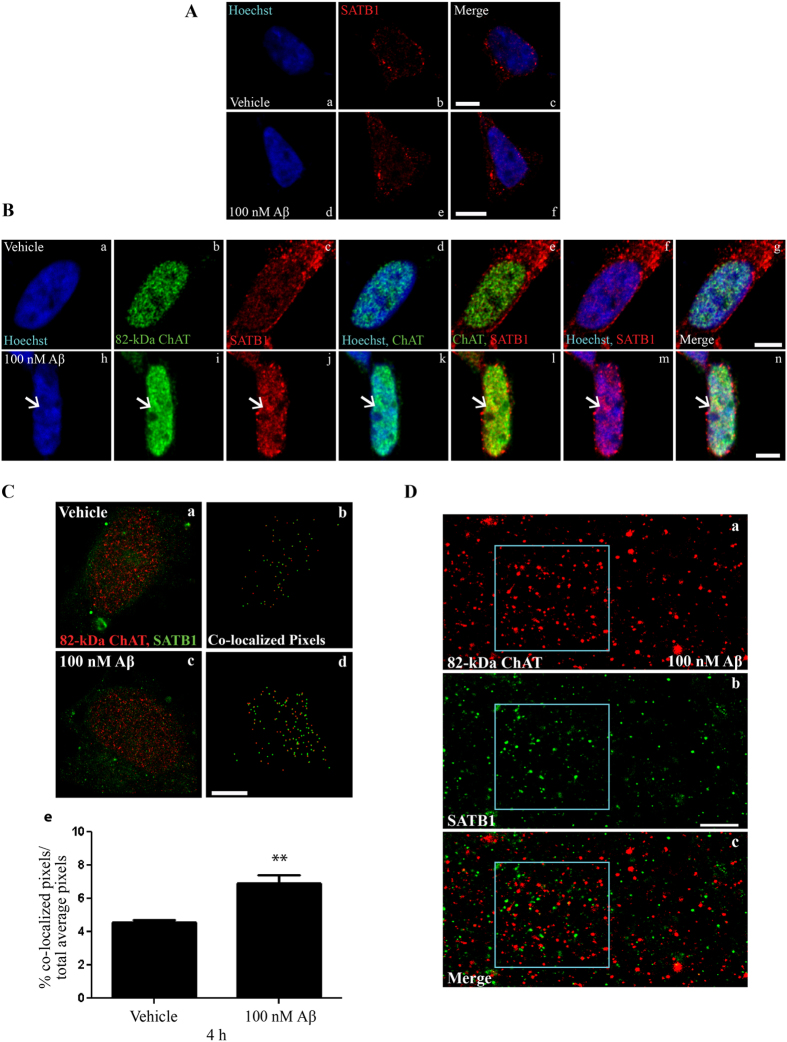
Aβ-induced 82-kDa ChAT aggregates are co-localized with SATB1. (**A**) SH-SY5Y cells expressing empty vector were treated with either vehicle (a–c) or 100 nM oligomeric Aβ_1–42_ (d–f) for 4 h. SATB1 was localized to nucleus and cytoplasm, with diffuse expression in nucleus in both vehicle and Aβ-treated cells. The left panel shows Hoechst staining, center panel shows SATB1 immunostaining, and right panel is the overlay. (**B**) SH-SY5Y cells stably expressing 82-kDa ChAT treated with vehicle (a–g) or 100 nM oligomeric Aβ_1–42_ (h–n) for 4 h. After treatment with Aβ, 82-kDa ChAT (i) showed nuclear aggregates (arrows). SATB1 nuclear expression was greater than in control cells and showed aggregate formation (j) in the same region as the 82-kDa ChAT aggregates (l). Scale bar 5 μm; n = 5, with at least 6 cells imaged per treatment. (**C**) Co-localization analysis for SR-GSDIM images of 82-kDa ChAT and SATB1. (b) and (d) are the co-localization results for the respective SR-GSDIM image of vehicle (a) and 100 nM Aβ_1–42_ (c) treatments. (e) The percentage of co-localized pixels was increased significantly in Aβ-treated cells. **p < 0.01 (Student’s *t*-test, n = 5). (**D**) Digitally magnified SR-GSDIM images for 82-kDa ChAT (a) and SATB1 (b) levels after 100 nM oligomeric Aβ_1–42_ for 4 h. The boxed region shows an Aβ-induced aggregate of 82-kDa ChAT and SATB1. The overlay (c) revealed SATB1 protein within the 82-kDa ChAT accumulation. Scale bar 500 nm; n = 6, with at least 4 cells imaged per treatment.

**Figure 4:**
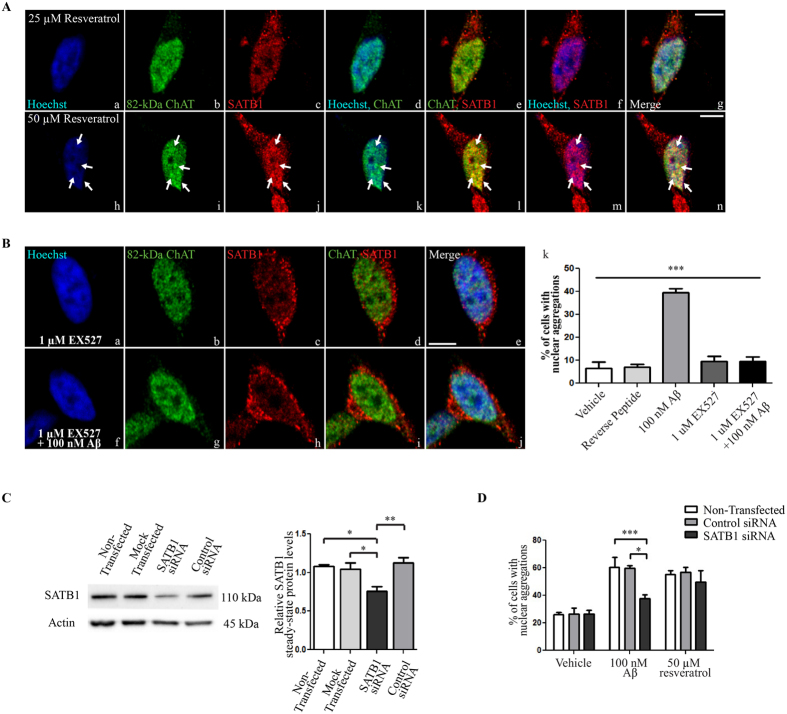
Activation of SIRT1 is required for 82-kDa ChAT/SATB1 aggregate formation. (**A**) SH-SY5Y cells stably expressing 82-kDa ChAT and treated with the SIRT1 activator resveratrol at 25 μM for 5 h (a–g) did not result in formation of aggregates of either 82-kDa ChAT or SATB1 proteins. Treatment with 50 μM resveratrol promoted aggregate formation (arrows on h–n) of both 82-kDa ChAT (i) and SATB1 (j) proteins that were co-localized (l,n). Scale bar 5 μm; n = 5 with at least 5 cells imaged for each treatment. (**B**) Cells were pre-treated with the SIRT1 inhibitor EX527 for 1 h prior to 4 h treatment with vehicle (a–e) or 100 nM oligomeric Aβ_1–42_ (f–j). Pre-treatment of cells with EX527 prior to Aβ-exposure prevented the formation of 82-kDa ChAT aggregates (k). n = 5, ***p < 0.001 (one-way ANOVA). (**C**) Representative western immunoblot showing SATB1 steady-state protein levels in SH-SY5Y cells stably expressing 82-kDa ChAT and either non-transfected, mock transfected with no siRNA, transfected with untargeted control siRNA, or transfected with siRNA targeted to SATB1 for 24 h. Quantification revealed a 29% reduction in SATB1 protein expression compared to controls. n = 5, **p < 0.01, *p < 0.05 (one-way ANOVA with Tukey’s *post hoc* test). (**D**) SH-SY5Y cells stably expressing 82-kDa ChAT were either non-transfected, transfected with untargeted control siRNA, or transfected with siRNA targeted to SATB1 for 24 h, followed by either 100 nM oligomeric Aβ_1–42_ for 4 h or 50 μM resveratrol for 5 h. The number of cells positive for nuclear aggregates of 82-kDa ChAT were quantified by a blinded observer as a percentage of the total number of cells counted. After Aβ_1–42_ -exposure, the percentage of 82-kDa ChAT aggregates were significantly reduced after SATB1 siRNA knockdown compared to non-transfected or control siRNA transfected cells. We observed no significant differences for resveratrol or vehicle treatment. n = 3 independent experiments with at least 100 cells counted per treatment group, ***p < 0.001, *p < 0.05 (two-way ANOVA with Bonferroni’s *post hoc* test).

**Figure 5:**
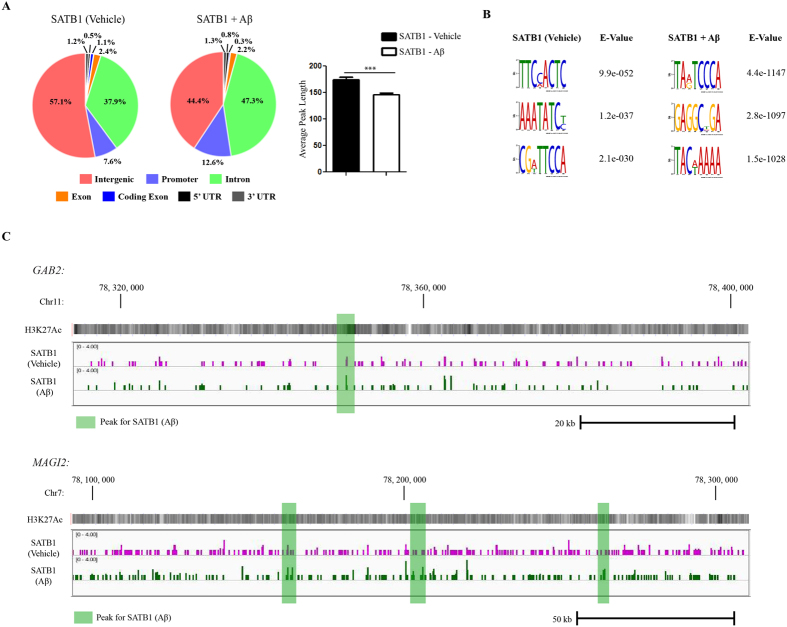
SATB1 has altered genome association after exposure of cells to Aβ. (**A**) ChIP-seq analysis was performed for SATB1 using SH-SY5Y cells stably expressing 82-kDa ChAT and exposed to either vehicle or 100 nM oligomeric Aβ_1–42_. Genomic features identified for SATB1. Aβ treatment increases SATB1 association with introns and promoters. Treatment with Aβ_1–42_, significantly decreased average peak length for SATB1. ***p < 0.001 (Student’s *t*-test). (**B**) The top DREME motif hits for SATB1 after vehicle or Aβ_1–42_ -exposure revealed a TC_2-3_AT motif, and a known SATB1 binding motif. (**C**) Example ChIP-seq tracks for SATB1 after vehicle or Aβ_1–42_ -exposure of cells for regions of *GAB2* and *MAGI2* genes corresponding to the same regions in Fig. 2C. Peaks are highlighted in green for Aβ_1–42_ peaks. There were no vehicle related peaks in these regions (see Fig. S2 for examples). H3K27Ac is overlaid to show active transcription initiation sites.

**Figure 6:**
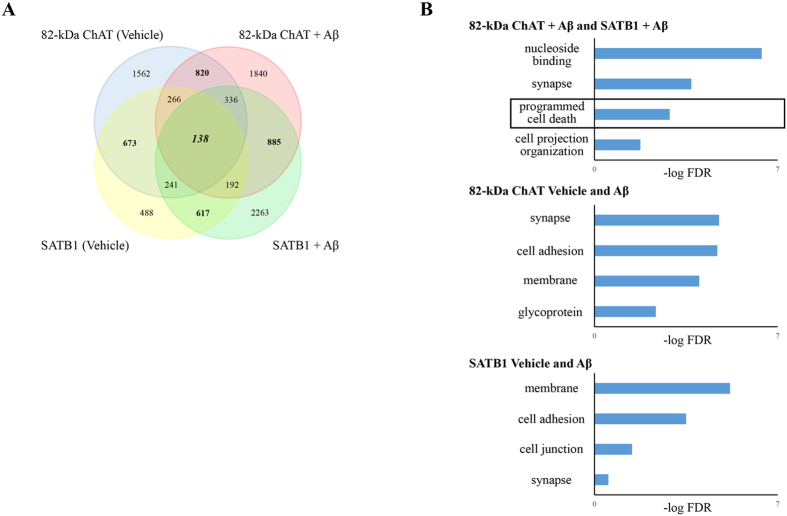
82-kDa ChAT and SATB1 associate with shared cell membrane and stress related genes after Aβ-exposure. (**A**) Number of genes associated with ChIP-seq peaks for 82-kDa ChAT and/or SATB1 after treatment of cells with vehicle or 100 nM oligomeric Aβ_1–42_. There was increased gene association between the proteins after exposure of cells to Aβ. (**B**) Gene ontology analysis for groups of gene associations found by ChIP-seq. 82-kDa ChAT and SATB1 had significant associations with genes encoding proteins involved in synapse function, cell adhesion and cell membrane function with both treatments. For genes associated with both 82-kDa ChAT and SATB1 after exposure to Aβ_1–42_, there were significant gene associations for nucleoside binding and programmed cell death (box). Gene ontology terms are presented with the -log value of the false discovery rate (FDR).

**Figure 7:**
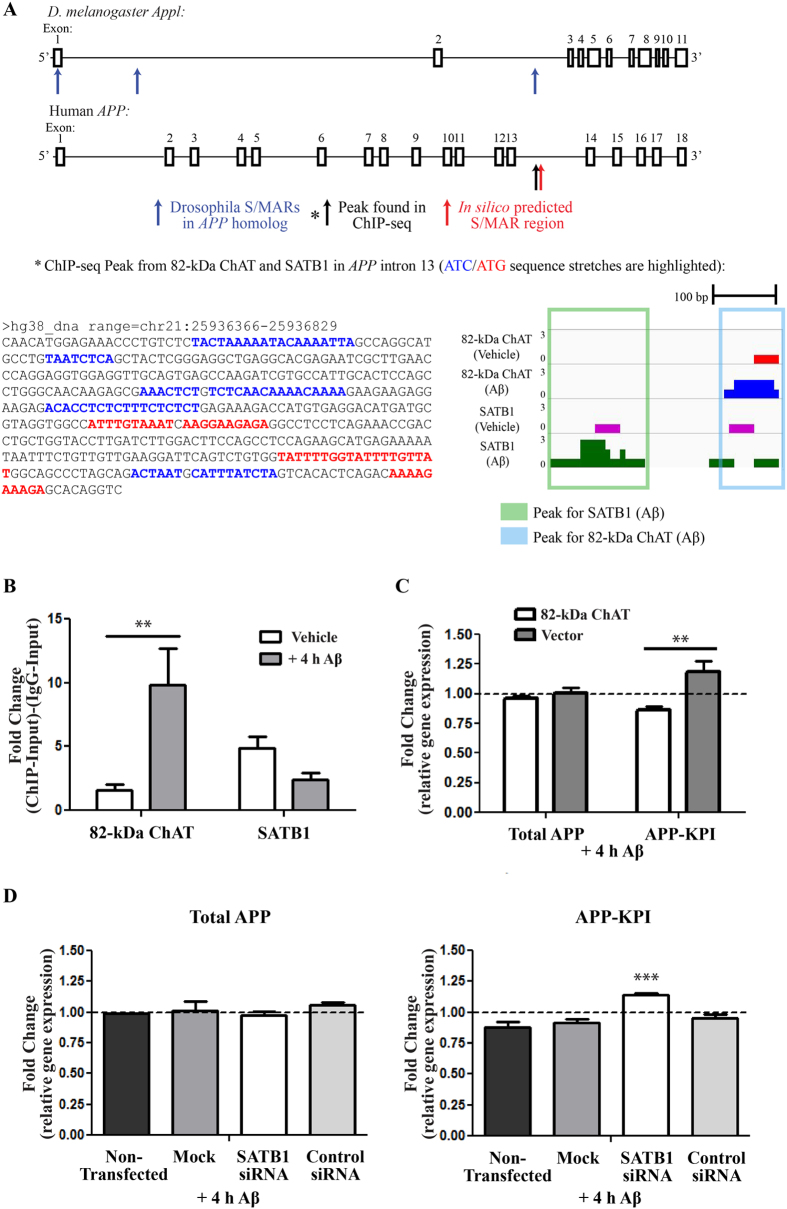
82-kDa ChAT and SATB1 associate with the *APP* gene after Aβ-exposure and alter gene expression. (**A**) Schematic showing exons (boxes) and introns (horizontal lines) for the *D. melanogaster Appl* and human *APP* genes. Blue arrows indicate S/MARs regions on *Appl* identified by Pathak *et al*.^37^, the red arrow a predicted S/MAR in *APP* by *in silico* analysis, and the black arrow a ChIP-seq peak found for 82-kDa ChAT and SATB1 after Aβ_1–42_ -exposure. ATC/ATG rich sequences are highlighted in this region. ChIP-seq tracks for 82-kDa ChAT and SATB1 are also shown for this region. (**B**) Verification of 82-kDa ChAT and SATB1 ChIP-seq peaks on *APP*. 82-kDa ChAT showed significantly increased fold-enrichment after exposure of cells to 100 nM oligomeric Aβ_1–42_ for 4 h, while SATB1 did not significantly change its association with the region after either vehicle or Aβ_1–42_ treatment. n = 6, **p < 0.01 (two-way ANOVA with Bonferroni’s *post-hoc* test). (**C**) *APP* steady-state mRNA expression in 82-kDa ChAT or vector-expressing cells after exposure to 100 nM oligomeric Aβ_1–42_. Data are presented as fold-enrichment compared to reference (GAPDH) mRNA levels and vehicle-treated cells (dashed-line). Vector-expressing cells showed higher steady-state mRNA levels of isoforms containing KPI compared to 82-kDa ChAT-expressing cells. n = 4, **p < 0.01 (two-way ANOVA with Bonferroni’s *post-hoc* test). (**D**) *APP* steady-state mRNA expression in 82-kDa ChAT-expressing cells after exposure to 100 nM oligomeric Aβ_1–42_ after either no transfection, a mock transfection, transfection with untargeted control siRNA, or transfection with siRNA targeted to SATB1. Data are presented as fold-enrichment compared to reference (GAPDH) mRNA levels and vehicle-treated cells (dashed-line). There were no significant changes in total *APP* mRNA levels for any of the treatments. Cells transfected with SATB1 siRNA showed higher steady-state mRNA levels of APP isoforms containing KPI compared to non-transfected 82-kDa ChAT-expressing cells. n = 5, ***p < 0.001 (one-way ANOVA with Dunnett’s *post-hoc* test).

**Figure 8:**
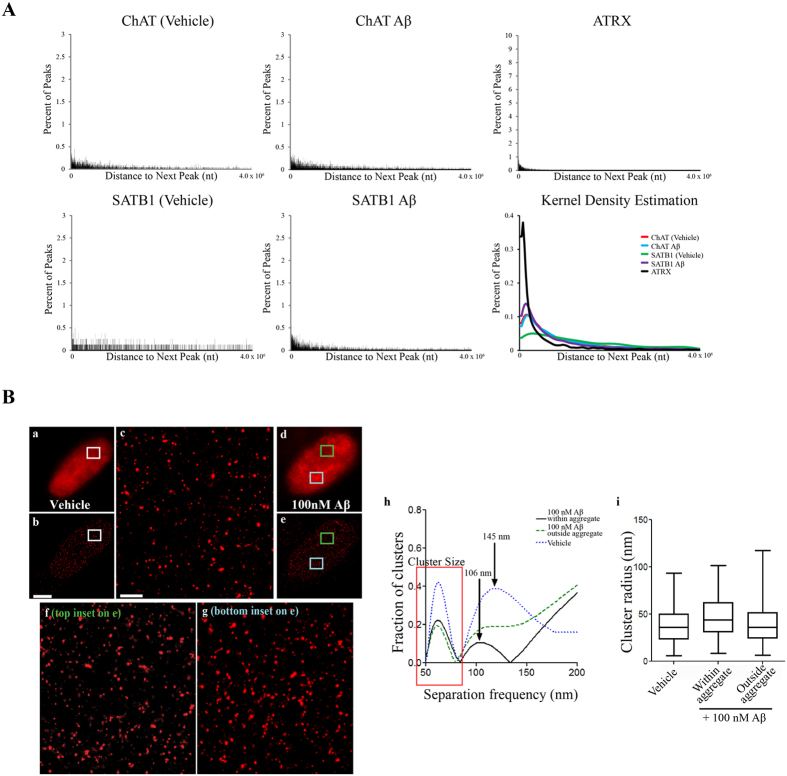
Analysis of the inter-peak spacing of 82-kDa ChAT and SATB1. (**A**) Distribution of inter-peak distances for ChIP-seq peaks. For each graph, the shape of the graph was estimated using a kernel density estimation. Indicated by a single curve, the kernel density estimation revealed regular patterned spacing for ATRX and 82-kDa ChAT, and for SATB1 after Aβ_1–42_ cell treatment. SATB1 did not show any patterned inter-peak spacing after vehicle treatment. (**B**) SR-GSDIM imaging for SH-SY5Y cells stably expressing 82-kDa ChAT treated with for 4 h either vehicle or 100 nM Aβ. Epi-fluorescence images show diffuse staining for vehicle-treated cells (a) and nuclear aggregates after Aβ treatment (d). SR-GSDIM images show diffuse punctate staining for both vehicle (b) and Aβ (e) treated cells. Enlarged ROIs for vehicle-treated cell (c), and a region either outside (f) or within (g) an Aβ-induced 82-kDa ChAT aggregate. Scale bars on (b) 3 μm and on (c) 500 nm; n = 6 with at least 4 cells per treatment. For each ROI, clusters were identified and the average inter-cluster distance was quantified (h). Vehicle-treated ROIs or Aβ-induced aggregates showed even spacing between clusters (arrows on h), while clusters from ROIs outside an aggregate did not show even spacing. Cluster size did not vary significantly for any of the conditions (red box on h,i). n = 3 with 2 cells used for each ROI in each condition.

**Table 1:** APP-interacting genes with 82-kDa ChAT and/or SATB1 association by ChIP-seq.

Gene	Function	82-kDa ChAT(Vehicle)	SATB1(Vehicle)	82-kDaChAT (Aβ)	SATB1(Aβ)	Microarray foldchange (ref. 23)
ADAM10	Alpha secretase proteolytic cleavage of APP	Intron 1	–	Intron 14	–	**2.4**
ADAM12	matrix metalloproteinase, multiple catalytic targets	Intron 3	–	Intron 2	–	n/a
ADAM17	MAP-kinase signalling, APP cleavage	Intron 1	–	–	–	**1.2**
APBA2 (x11β)	signal transduction, APP binding	–	Intron 3	Promoter	–	**2.2**
APBB1	APP binding, involved in APP signaling	Promoter	–	–	Intron 1	n/a
APBB2	APP binding, involved in signaling	Intron 1	–	Intron 6	Intron 10	n/a
APP	β-amyloid precursor, synapse maintenance	–	–	Intron 13	Intron 13	n/a
APPBP2	Binds to APP intracellular domain	Intron 4	–	–	–	**1.4**
NAE1	APP binding, can drive APP-mediated apoptosis	–	–	Intron 7	–	n/a
RTN1	Modulates β-secretase activity, APP binding near cleavage site	–	Intron 1	Intron 1, 3	–	**14.8**

How the deposited data were processed for this re-analysis (not part of the article)

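Chromatin immunoprecipitation followed by sequencing was analysed for 4 libraries of SH-SY5Y cells stably expressing 82-kDa ChAT: 82-kDa ChAT and SATB1, each after 4 h of vehicle or of 100 nM Aβ_1–42_ oligomers. The sample labels give 3 plates of cells for each treatment, and there was 1 library per protein and treatment, so treatments were compared by description only and no p-value was computed between them. The authors' reads and input samples were not analysed here, and the depth of each library is not known beyond the range the paper gives.

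The values used were the peak lists as the authors deposited them, 1 for each library, with the chromosome, start, end and score of every peak on hg38. To make the score, the authors called peaks with MACS on reads mapped with the Burrows-Wheeler Aligner and removed peaks also found in the input. In the deposited lists the score is 10 times the negative log10 of the p-value of a peak, and its lowest value was checked to be 50.02, 50.01, 50.02 and 50.01 in the lists for 82-kDa ChAT (vehicle, Aβ_1–42_) and SATB1 (vehicle, Aβ_1–42_), as the threshold of 1e-05 requires. No peak occurred more than once in a list and none lay on the mitochondrial sequence. Peaks lay on 168, 127, 108 and 128 sequences of the assembly. All of them entered the counts, overlaps, lengths and motifs, and the percentiles, range and densities of the distances. Shares in genomic features and genes used chromosomes 1 to 22, X and Y, which the annotation covers. So did the random placements for distances, the counts of distances in windows and bins, and the coefficients of variation.

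Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and numba 0.67.0, in R 4.3.3 for kernel densities, and with blastn 2.17.0 and samtools 1.23.1. Genes, transcripts and exons came from GENCODE 44, and intron numbers from the MANE Select transcript. An intron was the part of a gene outside its exons, a promoter the 2000 nt upstream of a transcription start, and an intergenic peak one that touched no gene. Random placements kept the sequence and length of each peak and avoided undetermined bases, with 1000 placements for the results and 100 for the alternatives. The random shares of Alu-matching, pentamer-rich and multi-copy peaks came from 1 placement of each list. A second chance level relabelled peaks among the 4 lists. Intervals for shares were exact Clopper-Pearson intervals at 95%, and SEMs were taken over peaks. Motifs were searched on both strands, and compared with 20 sets of random regions. Alu-matching peaks were found with blastn at an e-value of 1e-05 against the 287 nt Alu copy that ends with the SATB1 peak in APP, starting 93 nt before that peak. Peaks with at least 3 CATTC pentamers per 100 nt were called pentamer-rich, and peaks with more than 50% of their 51-mers found more than once in the genome were called multi-copy. Kernel densities used distances up to 4 Mb and 401 points, with 100 bootstrap samples and 100 random placements.

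Genes were looked up if the paper's text or Table 1 names them among the genes with peaks, or if they are CHAT or SATB1, and the 5 protein-coding genes with the most peaks over all lists were added, with ties taken in alphabetical order. For spacing, distances within 20% of the distance the paper reports were counted against the windows of the same width on either side. Overlaps, placements, features, motifs, repeats, distances and densities were tested on simulated data or against direct counts, and 18 of 18 checks with a pass mark came out as required.

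Alternatives covered the score threshold, the chromosomes used, what counts as overlap, the chance level, promoter length, the kinds of genes, the part of the peak used, long peaks, loop length and strand, list size, and the bandwidth and bounds of the densities. DREME, gene ontology, MAR-Wiz and the ATRX peaks were not analysed here. The base sequences and exact positions of the peaks in APP are not reported here.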

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

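The tests of the treatment or the shared Aβ_1–42_ input and of the A/T-rich pattern as the source of Alu-matching peaks, and of the shared input or culture as the source of the overlap between vehicle lists, were chosen only after the results had been seen.

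The lists hold peaks that the paper does not discuss. On chromosome Y there were 416 peaks for 82-kDa ChAT after vehicle treatment and 55 after Aβ_1–42_ treatment, and 92 and 40 for SATB1. Alternate, unlocalized and unplaced sequences, which lie outside the chromosomes that make up the paper's peak numbers, held 810, 218, 181 and 198 peaks in the same order. Of the peaks on chromosome Y, 94.0%, 90.9%, 92.4% and 92.5% were pentamer-rich or multi-copy. The shares were 52.4%, 40%, 55.4% and 52.5% in 1 random placement of these peaks on this chromosome. Reads of repeats placed on the copies on chromosome Y are therefore a candidate source of these peaks. Nothing tested argued against it, and for the peaks on the other sequences the source was not tested separately. The difference between treatments rests on 1 library for each, so an effect of Aβ_1–42_ stays open as untested.

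Most SATB1 peaks found after Aβ_1–42_ treatment, 74.2%, matched the Alu repeat under the APP peak, which the paper does not report. The share was 4.90% and 9.84% for 82-kDa ChAT after vehicle and Aβ_1–42_ treatment, 5.15% for SATB1 after vehicle treatment, and 11.4% in 1 random placement. The A/T-rich pattern of SATB1 was held by 72.0% (95% interval 70.7 to 73.3) of the Alu-matching peaks. Random regions of the same lengths, placed anywhere on the same sequences, held it in 76.0% (range 75.0 to 76.8) of cases. This argues against the pattern as such as what drew SATB1 to Alu over other sequence. The random regions were not limited to Alu, so a preference for Alu copies with the pattern over other Alu copies was not tested. Of the Alu-matching peaks, 61.2% (95% interval 59.8 to 62.6) were multi-copy, against 16.1% (interval 13.4 to 19.1) of random regions that match Alu. Assignment of reads that had no unique place to Alu copies is therefore a candidate source, for the peaks that are multi-copy. Of the Alu-matching peaks in the other lists, 22.7% and 21.5% (82-kDa ChAT vehicle, Aβ_1–42_) and 25.3% (SATB1 vehicle) were multi-copy. The paper describes the same mapping for all lists, so mapping by itself does not account for the difference between this list and the others. The paper states repeat-masking at the mapping step, which is at odds with so many peaks in Alu and multi-copy sequence, and how the masking was applied is not known here. An enrichment of Alu by the treatment or by the input shared within it also stays open: the share for 82-kDa ChAT rose from 4.90% (interval 4.44 to 5.38) after vehicle to 9.84% (interval 9.13 to 10.6) after Aβ_1–42_ treatment, which is the level of randomly placed peaks (9.60%). With 1 library per treatment, treatment, input and library cannot be told apart here, and an effect of Aβ_1–42_ on the binding of SATB1 to Alu copies stays open as untested. Among genes the paper names, the SATB1 peaks found after Aβ_1–42_ treatment in APP, APBB2, EFNA5, MTHFD1L and PRUNE2, and those in introns 15 and 10 of MAGI2, matched Alu. Of these, the peak in EFNA5 and the one in intron 15 of MTHFD1L were multi-copy, and the others, that in APP included, were not, so the reading by multi-copy sequence does not cover them.

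The vehicle lists of SATB1 and 82-kDa ChAT shared more peaks than the lists of either protein did across treatments, which the paper does not report: 754 of the 3065 SATB1 peaks overlapped a peak for 82-kDa ChAT, where random placement gave 19.6 on average and relabelling among the lists 154. Against 24.6% of SATB1 peaks in this pair, 4.80% of them overlapped the Aβ_1–42_ list of 82-kDa ChAT. The kinds of repeats described here do not account for it alone. Other kinds of repeats were not looked for, so they stay open as a source. Without pentamer-rich peaks the share was 20.9% (95% interval 19.4 to 22.4), against 2.23% for the Aβ_1–42_ list of 82-kDa ChAT, and without multi-copy peaks it was 25.8% (interval 23.9 to 27.7), against 4.67%. With Alu-matching, pentamer-rich and multi-copy peaks all left out, 22.1% of SATB1 vehicle peaks overlapped the vehicle list of 82-kDa ChAT. In the same setting, 12.2% (interval 10.2 to 14.4) of the SATB1 peaks after Aβ_1–42_ treatment overlapped the Aβ_1–42_ list of 82-kDa ChAT and 5.9% (interval 4.52 to 7.54) its vehicle list. A shared input sample or culture and a shared binding of the proteins cannot be told apart by the 12.2%, because both proteins had the same input and cells within a treatment. A biological explanation, binding of both proteins to the same places, stays open with the shared input and was not tested.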

How the results depend on the processing

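The settings that leave out peaks by repeat content, and those limited to chromosomes 1 to 22, X and Y for results other than the number of peaks, were chosen only after the results had been seen; all other alternatives were set before the data were examined. Over 197 results there were 821 alternative values, of which 577 stayed within the limits of the result. Another 238 moved beyond these limits, and 6 moved beyond them to the other sign. A value of the other sign within the limits is among the 577. One such value is the exon difference of 82-kDa ChAT without pentamer-rich peaks (−0.0207 percentage points). Of the 238, 124 belong to the comparisons described here and 114 to single shares, lengths and genes. No paired analysis was possible because each condition had 1 library. A motif background matched on repeat-masked share was not run, since the reference sequence is in upper case throughout. Where the construction of a setting does not show it, the cause was not tested. Pairs of lists are given in the order 82-kDa ChAT across treatments, SATB1 across treatments, both vehicle lists and both Aβ_1–42_ lists.

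Keeping peaks with a score at or above the median of their list lowered counts by construction: 4135 and 3309 peaks for 82-kDa ChAT and 1535 and 3055 for SATB1 (vehicle, Aβ_1–42_), overlaps of 217, 21, 296 and 108 peaks, and 54 and 2 peaks within 200 nt across treatments. Overlap relative to chance rose to 22.3 across treatments for 82-kDa ChAT, 41.9 for the vehicle lists and 66.7 for the Aβ_1–42_ lists. There were 1641 and 1874 genes for 82-kDa ChAT and 810 and 1913 for SATB1, with 331, 156, 257 and 360 shared and 36 common to all lists. Shared genes relative to chance were 0.863 for SATB1, 1.24 for the vehicle lists and 1.01 for the Aβ_1–42_ lists. For 82-kDa ChAT the difference between treatments was −11.6 percentage points in intergenic share and 10.8 in introns, and for SATB1 it was −1.90 in exons. Mean length changed by −112 nt for 82-kDa ChAT and −72.5 nt for SATB1. The share of 82-kDa ChAT peaks after Aβ_1–42_ treatment with the A/T-rich pattern was −4.30 percentage points from that of random regions.

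The definition of overlap moved the ratio to chance in all 4 pairs. Ratios were 83.4, 37.4, 133 and 129 with at least 50% of each peak shared, 14.3, 9.01, 26.1 and 22.7 within 200 nt, and 7.61, 4.14, 12.8 and 8.59 within 1000 nt. With at least 50% of each peak shared, 37 SATB1 peaks were shared across treatments, and within 1000 nt 770 peaks of 82-kDa ChAT were. Relabelling peaks among the lists as the chance level gave overlap ratios of 1.38, 0.501, 4.90 and 0.971, with the vehicle lists and 82-kDa ChAT across treatments above this level and SATB1 across treatments below it. Shared genes relative to chance, with the chance level from peaks relabelled among the 4 lists, were 0.904 for 82-kDa ChAT (vehicle, Aβ_1–42_), 0.850 for SATB1 (vehicle, Aβ_1–42_), 1.26 for the vehicle lists and 1.05 for the Aβ_1–42_ lists.

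On chromosomes 1 to 22 and X the overlap ratios were 68.0, 23.3, 221 and 56.9. For 82-kDa ChAT the intergenic difference was −4.99 and the intron difference 4.93 percentage points, the vehicle share of the TC2-3AT motif was 0.664 points above random regions, and the 75th percentile of vehicle distances was 0.549 Mb. With chromosome Y included the ratios were 66.8, 24.0, 202 and 63.9 and the percentile was 0.524 Mb.

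Without pentamer-rich peaks, 201 peaks of 82-kDa ChAT overlapped across treatments (ratio 35.1) and 23 of SATB1 (ratio 10.2), and the ratio of the vehicle lists was 63.2. The intergenic and intron differences were −0.851 and 1.09 percentage points for 82-kDa ChAT, and −8.11 and 8.51 for SATB1. The SATB1 length difference was −22.7 nt.

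Without Alu-matching peaks the overlap ratio was 27.1 for SATB1 across treatments and 83.9 for the Aβ_1–42_ lists. For SATB1 the differences between treatments took the other sign in intergenic share (1.26 percentage points), introns (−2.02), exons (0.721) and mean length (4.18 nt, SEM 9.23), and the promoter difference was 0.878. The intervals of all of these shares include 0, and the difference in mean length is smaller than its SEM, so they show the loss of a difference and no reversal. The A/T-rich pattern differed from random regions by −5.16 percentage points for 82-kDa ChAT and −11.0 for SATB1 after Aβ_1–42_ treatment, and TC2-3AT by 3.31 and −0.702.

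Other settings moved fewer results. Promoters of 1000 and 5000 nt gave SATB1 promoter differences of 1.27 and 6.41 percentage points. Protein-coding genes alone left 2113 vehicle genes for 82-kDa ChAT. Median length changed by −28 nt for 82-kDa ChAT and, in the other direction than the mean, by 3 nt for SATB1. Without Alu-matching peaks the SATB1 median changed by −5 nt. Per 100 nt, TC2-3AT in SATB1 peaks after Aβ_1–42_ treatment was above random regions, by 0.654, where the share of peaks was below.

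With lists thinned to equal size there were 1435 and 1691 genes for 82-kDa ChAT (vehicle, Aβ_1–42_) and 1789 for SATB1 after Aβ_1–42_ treatment, 262, 233, 345 and 288 shared genes, and 37.6 common to all lists. The 75th percentile of distances was 1.34 and 1.35 Mb for 82-kDa ChAT and 1.31 Mb for SATB1 after Aβ_1–42_ treatment, and the highest point of the density after Aβ_1–42_ treatment was at 20.1 kb for 82-kDa ChAT and 29.5 kb for SATB1. Merging peaks closer than 1000 nt gave a vehicle percentile of 0.557 Mb for 82-kDa ChAT. With 0.5 times the normal-reference bandwidth the density was highest at 10 and 40 kb for 82-kDa ChAT and 60 and 50 kb for SATB1 (vehicle, Aβ_1–42_). Reflection of the density at 0 moved the highest point to 0 for 82-kDa ChAT after Aβ_1–42_ treatment and for SATB1 after both treatments.

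Loops of 1 to 7 nt left 87, 89, 46 and 20 peaks with G-quadruplex motifs (82-kDa ChAT vehicle and Aβ_1–42_, SATB1 vehicle and Aβ_1–42_), with 150, 121, 80 and 33 motifs. On the reference strand alone there were 278, 155, 109 and 54 peaks with 531, 244, 220 and 118 motifs.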

Differences from the paper's values

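Settings that leave out repeat peaks or keep only chromosomes 1 to 22, X and Y, named here where they reach a value of the paper, were chosen after the values had been seen. Of 49 values of the paper that were also computed here, 23 differed by more than 1.5 times and beyond the error given, and 26 did not. Overlaps, G-quadruplex motifs and distances here count all sequences in the lists, and shares in genomic features and genes count chromosomes 1 to 22, X and Y.

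Overlap between treatments was 462 peaks here and 250 in the paper for 82-kDa ChAT, and 58 here and 36 in the paper for SATB1. Of the alternatives set before the data were examined, at least 50% of each peak shared (341 and 37), chromosomes 1 to 22 and X (353 and 45) and, for 82-kDa ChAT, scores at or above the median (217) closed the gap, and the wider windows did not. Chosen after the values had been seen, leaving out pentamer-rich peaks gave 201 and leaving out multi-copy peaks 361 for 82-kDa ChAT. For SATB1, also chosen after the values had been seen, leaving out multi-copy peaks gave 36, chromosomes 1 to 22, X and Y gave 47 and leaving out Alu-matching peaks gave 52. Peaks within 200 nt without overlap numbered 100 here and 414 in the paper for 82-kDa ChAT, and 6 here and 35 in the paper for SATB1, and no alternative closed these gaps. Overlapping and nearby peaks counted together numbered 562 for 82-kDa ChAT and 64 for SATB1 here. These totals were within 1.5 times of the paper's 250 plus 414 and 36 plus 35.

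Exons held 5.12% of vehicle and 5.78% of Aβ_1–42_ peaks of 82-kDa ChAT here, against the paper's 2.7% and 3.4%. Of the alternatives set before the data were examined, protein-coding genes only (3.38% and 3.92%) and the midpoint of the peak (4.02% and 4.54%) closed both gaps, and the score threshold, the promoter lengths and chromosomes 1 to 22 and X did not.

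SATB1 had 1450 genes after vehicle treatment here and 2615 in the paper, and 398 genes shared across treatments here against the paper's 617. None of the alternatives set before the data were examined closed either gap.

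G-quadruplex motifs were found in 562, 322, 209 and 108 peaks here (82-kDa ChAT vehicle and Aβ_1–42_, SATB1 vehicle and Aβ_1–42_), against the paper's 113, 89, 60 and 30, and numbered 1297, 509, 481 and 212 here against the paper's 204, 121, 109 and 41. Loops of 1 to 7 nt, set before the data were examined, closed all of these gaps and gave the paper's 89 peaks and 121 motifs for 82-kDa ChAT after Aβ_1–42_ treatment. The reference strand alone and the choice of chromosomes did not.

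The 75th percentile of the distance between peaks was 0.485 and 0.626 Mb for 82-kDa ChAT here (vehicle, Aβ_1–42_) and 1.4 and 1.4 Mb in the paper, and 1.35 and 0.653 Mb for SATB1 here against the paper's 3.8 and 1.1 Mb. Lists thinned to equal size, set before the data were examined, closed the gap for 82-kDa ChAT (1.34 and 1.35 Mb) and for SATB1 after Aβ_1–42_ treatment (1.31 Mb). No alternative closed it for SATB1 after vehicle treatment.

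The kernel density was highest at 0 and 10 kb for 82-kDa ChAT here (vehicle, Aβ_1–42_) and at 125.0 and 123.9 kb in the paper, and at 10 kb here for SATB1 after Aβ_1–42_ treatment against the paper's 92.5 kb. None of the alternatives set before the data were examined closed these gaps. The paper names no bandwidth rule, so the smoothing may not be alike. For SATB1 after vehicle treatment the paper states that the distances showed no pattern, and here the density was highest at 10 kb, as in both Aβ_1–42_ lists.

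Of the 40 combinations of gene and list in Table 1, 36 had or lacked a peak as the table states and 4 did not. Here ADAM12 held a SATB1 peak after vehicle treatment and NAE1 a SATB1 peak after Aβ_1–42_ treatment, which the table does not give. The promoter peaks the table gives for 82-kDa ChAT at APBA2 after Aβ_1–42_ treatment and at APBB1 after vehicle treatment were not found, and the nearest peaks of those lists lay 7477 and 677 nt downstream. The table has the intron 1 and intron 14 peaks of ADAM10 under the other treatment than here, and it numbers the introns of the SATB1 peak in APBA2 and the 82-kDa ChAT peak in NAE1 higher by 1 than the introns 2 and 6 found here. The paper also lists BIN1 and CR1 among genes with peaks, and here neither held one. No setting that was run gave a peak for APBA2, APBB1, BIN1 or CR1 where the paper has one and the result here does not.

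The paper states that 82-kDa ChAT and SATB1 shared more genes after Aβ_1–42_ treatment than either protein did across treatments. Here they shared 890 genes, more than SATB1 across treatments (398) and fewer than 82-kDa ChAT across treatments (904). Scores at or above the median (360 against 331) and lists thinned to equal size (288 against 262), both set before the data were examined, gave the order of the paper, and protein-coding genes alone gave 661 in both.

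The legend of Fig. 2 states that most peaks of 82-kDa ChAT were intergenic under both treatments. Here the share was 50.0% (3727 of 7460) after vehicle and 42.6% (2701 of 6345) after Aβ_1–42_ treatment. Protein-coding genes only, set before the data were examined, gave 63.4% and 57.6%. For the vehicle list alone, the midpoint of the peak (50.1%) and scores at or above the median (53.4%), both set before the data were examined, and leaving out Alu-matching peaks (50.6%), chosen after the values had been seen, also gave more than 50%.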

Other observations

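The tests of Alu-matching peaks as the source of the SATB1 length difference, of genes counted in several groups of lists, and of the number of SATB1 distances near the paper's spacing were chosen only after the results had been seen.

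Peaks of both proteins were less often intergenic after Aβ_1–42_ treatment, with differences of −7.39 percentage points for 82-kDa ChAT and −10.5 for SATB1. For 82-kDa ChAT, pentamer-rich peaks of the vehicle list are a candidate source: without them the difference was −0.851 points. For SATB1, Alu-matching peaks are a candidate source: without them the difference was 1.26 points. Nothing tested argued against either. Whether the repeat peaks themselves came from the treatment stays open as untested, with 1 library per treatment.

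Mean length was lower after Aβ_1–42_ treatment for both proteins. Long pentamer-rich peaks of the vehicle list are argued against as the whole source, since without such peaks the difference was −57.4 nt (SEM 2.65) for 82-kDa ChAT and −22.7 nt (SEM 7.89) for SATB1. For SATB1, Alu-matching peaks may account for it: without them the difference was 4.18 nt (SEM 9.23). Leaving them out raised the Aβ_1–42_ mean from 150.4 to 182.4 nt and lowered the vehicle mean from 192.1 to 178.3 nt. SATB1 vehicle peaks of 12465 and 11847 nt also matched Alu and left the comparison, which left a longest vehicle peak of 6296 nt. For 82-kDa ChAT an effect of Aβ_1–42_ stays open as untested, as does a difference in depth, since the depth of the libraries is not known.

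The kernel density of distances had its highest point away from 0, at 10 kb, for 82-kDa ChAT after Aβ_1–42_ treatment and for SATB1 after both treatments. Regular spacing of a whole list is argued against: in each list, 1000 of 1000 random placements had distances that varied less than those of the peaks. For 82-kDa ChAT, the windows at the paper's distance held no excess of distances over the neighbouring windows. The number there, relative to these, was 0.972 after vehicle and 0.917 after Aβ_1–42_ treatment, both within the random range. This argues against a regular subset large enough to lift the ratio above that range, and a smaller one stays open. For SATB1 after Aβ_1–42_ treatment a regular subset stays open. The ratio, 1.03, was within the random range, but the 445 distances in the window equalled the highest random number (mean 382), and the bin from 75 to 100 kb held 320 against a random range of 227 to 290. The bins from 0 to 25 kb (521, range 275 to 362) and from 25 to 50 kb (399, range 245 to 337) were above their ranges too. A subset adding fewer than 86.9, 148 or 77.7 distances (82-kDa ChAT vehicle and Aβ_1–42_, SATB1 Aβ_1–42_), or 1.17%, 2.34% and 1.33% of all, would not have been seen in these ratios. Smoothing at the lower bound of 0 is a candidate cause of the highest point: randomly placed SATB1 peaks of the Aβ_1–42_ list gave one at 32.1 kb, and reflection at 0 moved that of the peaks to 0. No biological explanation was tested.

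The number of genes shared by 82-kDa ChAT and SATB1 was higher after Aβ_1–42_ treatment (890) than after vehicle treatment (689). The larger SATB1 list is a candidate explanation, since with lists thinned to equal size 1 of 100 draws had more shared genes after Aβ_1–42_ treatment, and the mean difference was −57.7 genes. Nothing tested argued against it. An effect of the treatment stays open as untested.

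The A/T-rich pattern was found in 64.3% of the 82-kDa ChAT peaks after Aβ_1–42_ treatment, and in 70.7% of random regions of the same lengths. The frequency of the pattern in the genome may therefore account for its presence in most peaks. An enrichment over random regions is argued against by this share. A preference for some forms of the pattern stays open, as do effects of the treatment, which were not tested.

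Chromosome 7 held more peaks per Mb than the median of the other chromosomes in all 4 lists: 3.63 and 3.31 for 82-kDa ChAT (vehicle, Aβ_1–42_), where the median was 2.11 and 2.05, and 1.36 and 3.02 for SATB1, where it was 0.908 and 1.77. It was not alone in this: 7 chromosomes (1, 7, 16, 17, 20, 21 and 22) were above the median of the others in all 4 lists, and chromosome 7 ranked 4 and 1 of 23 for 82-kDa ChAT and 4 and 3 for SATB1. Extra copies of chromosome 7 in the cell line and other sources cannot be told apart. Arms known as gained in SH-SY5Y (1q, 2p and 17q) were denser in peaks than the other arm of their chromosome in 10 of 12 comparisons, but 17q was less dense for 82-kDa ChAT and SATB1 after vehicle treatment (ratios 0.859 and 0.815), and arms also differ in gene and repeat content. No biological explanation was tested.

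The paper's number of genes for SATB1 after vehicle treatment is higher than the 1450 found here. Counting a gene once for every group of lists it belongs to is a candidate explanation: the genes of this list alone, those shared with each neighbouring list of the Venn diagram, with each pair of lists and with all lists, each set counted in full, add up to 2431. The sum is nearer to the paper's 2615 and not equal to it. In Fig. 6A, read by eye, the numbers in the circles of both SATB1 lists add up to the paper's totals, and those of the 82-kDa ChAT lists do not. For the other lists the same sums were 4198 and 4578 for 82-kDa ChAT (vehicle, Aβ_1–42_), against the paper's 3700 and 4507, and 4149 for SATB1 after Aβ_1–42_ treatment, against the paper's 4672, so that they are above the paper's number in some lists and below it in others. Other annotations of genes stay open as untested.

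The TC2-3AT matches lay mostly in pentamer-rich peaks, with 92.0% and 88.7% of them for 82-kDa ChAT (vehicle, Aβ_1–42_) and 87.4% and 85.6% for SATB1. TCCAT occurs where the pentamer CATTC is repeated in tandem, so the choice of these peaks and the motif overlap, although not every such peak holds a match. Of the other peaks, 30.3%, 28.5%, 33.0% and 17.0% held a match. No biological explanation was tested.

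Among the protein-coding genes with the most peaks over all lists were PTPRN2 (23, 6, 8 and 8 peaks in the lists for 82-kDa ChAT vehicle and Aβ_1–42_, and SATB1 vehicle and Aβ_1–42_), CNTNAP2 (4, 4, 3 and 13), TTC34 (7, 3, 3 and 3), CSMD1 (6, 5, 0 and 3) and DMD (2, 4, 3 and 5). MAGI2 had as many in all as CSMD1 and DMD. The CHAT gene held 1 peak, for SATB1 after vehicle treatment, in intron 4 (chromosome 10, 49621956 to 49622066, score 63.58), and the SATB1 gene held none. The source of these numbers was not tested, and no biological explanation was tested.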
